# Glycosyltransferase-Like RSE1 Negatively Regulates Leaf Senescence Through Salicylic Acid Signaling in *Arabidopsis*

**DOI:** 10.3389/fpls.2020.00551

**Published:** 2020-05-15

**Authors:** Seulbee Lee, Myung-Hee Kim, Jae Ho Lee, Jieun Jeon, June M. Kwak, Yun Ju Kim

**Keywords:** cell wall, glycosylation, glycosyltransferase, leaf senescence, salicylic acid

## Abstract

Leaf senescence is a developmental process designed for nutrient recycling and relocation to maximize growth competence and reproductive capacity of plants. Thus, plants integrate developmental and environmental signals to precisely control senescence. To genetically dissect the complex regulatory mechanism underlying leaf senescence, we identified an early leaf senescence mutant, *rse1*. *RSE1* encodes a putative glycosyltransferase. Loss-of-function mutations in *RSE1* resulted in precocious leaf yellowing and up-regulation of senescence marker genes, indicating enhanced leaf senescence. Transcriptome analysis revealed that salicylic acid (SA) and defense signaling cascades were up-regulated in *rse1* prior to the onset of leaf senescence. We found that SA accumulation was significantly increased in *rse1.* The *rse1* phenotypes are dependent on *SA-INDUCTION DEFICIENT 2* (*SID2*), supporting a role of SA in accelerated leaf senescence in *rse1*. Furthermore, RSE1 protein was localized to the cell wall, implying a possible link between the cell wall and RSE1 function. Together, we show that RSE1 negatively modulates leaf senescence through an *SID2*-dependent SA signaling pathway.

## Introduction

Senescence is the last stage of plant development and is a genetically programmed and evolutionarily advantageous process. Plant senescence occurs at the cellular, tissue, organ, and organismal levels, and leaf senescence has been extensively studied in the past years. Leaf senescence is marked by an enhanced metabolic transition of macromolecules from biosynthesis to degradation, and the nutrients are recycled to sink organs such as young leaves, reproductive organs, and seeds. It has been shown that leaf senescence is modulated by multilayered, multidimensional regulatory mechanisms, including transcriptional and post-transcriptional regulation, protein modification, and hormone signaling (Woo et al., 2013; Schippers, 2015; Yolcu et al., 2018). The mechanism underlying the onset of leaf senescence is elusive, and NAC and WRKY family transcriptional factors have been identified as key regulators acting upstream of leaf senescence onset by turning on senescence-associated genes (SAGs) (Woo et al., 2013). Leaf senescence is also triggered by external stimuli for increasing plant fitness to environmental changes. For instance, hormones, light conditions, salt, and biotic stress-induced senescence involve differential regulation of age-dependent SAGs (Balazadeh et al., 2010; Al-Daoud and Cameron, 2011; Sakuraba et al., 2014; Fernandez-Calvino et al., 2016).

Plant hormones play a crucial role in the regulation of senescence by integrating internal and external signals (Khan et al., 2014). Salicylic acid (SA) is a well-known defense hormone, which plays a critical role in the plant immune response as well as in leaf senescence (Park and Paek, 2007; Vlot et al., 2009). The SA levels increase in senescing leaves, and the mutants for the SA biosynthesis or signaling genes, *PHYTOALEXIN DEFICIENT 4* (*PAD4*) and *NON-EXPRESSER OF PR GENES 1* (*NPR1*), as well as the *NahG* transgenic plants show delayed leaf senescence and reduced transcript levels of several SAGs (Morris et al., 2000). Furthermore, an increased SA accumulation results in early leaf senescence accompanying the up-regulation of age-dependent *SAGs* (Vogelmann et al., 2012; Lee et al., 2016; Li et al., 2016; Huang et al., 2018). Conversely, impaired senescence signaling pathways affect plant defense responses (Carviel et al., 2009; Zhu et al., 2011; Piisila et al., 2015), suggesting possible crosstalk between leaf senescence and the defense mechanisms. Interestingly, recent studies have revealed a link between SA-mediated leaf senescence and the modification of lipids and small molecules by glycosylation, *S*-palmitoylation, and mannosylation (von Saint Paul et al., 2011; Mortimer et al., 2013; Lai et al., 2015; Zhao et al., 2016; Huang et al., 2018). For example, loss-of-function mutations in *UGT76B1* glycosyltransferase (GT) that facilitates the glycosylation of isoleucic acid result in early leaf senescence accompanied with increased levels in SA and an up-regulation of defense-related genes and *SAGs* (von Saint Paul et al., 2011). However, detailed underlying mechanisms remain unclear.

Glycosylation is involved in various cellular processes and plays a vital role in the glycodiversity of macromolecules and the signaling complexity in plants. GTs catalyze the transfer of carbohydrate moieties to a vast range of acceptor molecules including nucleic acids, saccharides, lipids, proteins, and other organic compounds. GTs exist in most living organisms including bacteria, virus, archaea, and eukaryotes, and are classified into over 100 distinct families (GT1–GT107)^1^ (Lombard et al., 2014). Particularly, plant genomes encode highly diverse GT enzymes (Coutinho et al., 2003), reflecting their functional divergence in cellular homeostasis and physiology. For example, the *Arabidopsis* genome encodes 565 GT genes, which consists over 40 families (see text footnote 1). Glycosylation by GTs plays a role in the regulation of plant development, defense, and adaptation (Wang and Hou, 2009).

One of the key functions of GTs is the biosynthesis of polysaccharides, a major component of the cell wall (Lampugnani et al., 2018). Broadly conserved GTs and plant-specific GTs including GT2, GT48, and GT14/14-like gene families have been suggested to partake in this process, and these enzymes are mainly localized in the endomembrane system (Zhou et al., 2009; Hansen et al., 2012; Lao et al., 2014; Culbertson and Zabotina, 2015). A subset of 152 cell wall GTs has been implicated in maintaining distinct cell wall properties of the shoot apical meristem (Yang et al., 2016). Glycosylation is a crucial biological reaction in living organisms, but the physiological role of the majority of GTs remains largely unknown. This may be due to the functional redundancy in the large gene families, substrate diversity, and substrate specificity.

Here, we show that RSE1, a GT-like protein, acts as a negative regulator of *Arabidopsis* leaf senescence in an SA-dependent manner. Transcriptome analysis revealed that genes involved in defense response and SA signaling are highly up-regulated in the *rse1* mutant. Consistent with this, the early leaf senescence phenotype of *rse1* was further enhanced upon external SA treatment, and SA levels were significantly increased in *rse1.* A null mutation in the SA biosynthesis gene *SID2*, but not in *PAD4*, restored the early leaf senescence of *rse1*, implying that RSE1 negatively regulates leaf senescence through the *SID2*-dependent SA biosynthesis pathway. The RSE1 protein is localized preferentially to the cell wall. Overall, our results provide an insight into leaf senescence modulated by the crosstalk between glycosylation and SA signaling.

## Materials and Methods

### Plant Material and Growth Conditions

*Arabidopsis thaliana* ecotype Columbia (Col) and Landsberg (L*er*) were used for all experiments. Plants were grown on soil or 1/2 Murashige and Skoog (MS) salts at 22°C under long day condition (16 h light/8 h dark). The T-DNA insertion line in *RSE1* (*rse1-2*; GK791C05) was obtained from the Nottingham Arabidopsis Stock Centre (NASC). *sid2-1* and *pad4-1* were previously described (Ng et al., 2011). At least five independent transgenic lines were used for each analysis.

Mapping of the *rse1-1* mutation, whole genome sequencing library construction and analysis *rse1-1* was crossed with Col-0 to generate mapping populations. Twenty-four F2 plants exhibiting the early leaf senescence phenotype were used for simple sequence length polymorphism mapping and the mutation was mapped to chromosome 5.

For whole genome sequencing, *rse1-1* was backcrossed to L*er* and 50 F2 plants showing the early leaf senescence phenotype were pooled to extract genomic DNA using the DNeasy plant mini kit (Qiagen). DNA library was prepared according to the illumina Truseq Nano DNA Library prep protocol. For sample library preparation, 0.1 ug of high molecular weight genomic DNA (for a 350 bp insert size) was randomly sheared to yield DNA fragments using the Covaris S2 system. The fragments were blunt ended, phosphorylated, and a single ‘A’ nucleotide was added to the 3′ ends of the fragments in preparation for ligation to an adapter with a single-base ‘T’ overhang. Adapter ligation at both ends of the genomic DNA fragment conferred different sequences at the 5′ and 3′ ends of each strand in the genomic fragment. The ligated DNA was PCR amplified to enrich for fragments with adapters on both ends. The quality of the amplified libraries was verified by capillary electrophoresis (Bioanalyzer, Agilent). The library was clustered on the Illumina cBOT station and sequenced paired end for 101 cycles on the HiSeq 2500 sequencer according to the Illumina cluster and sequencing protocols.

Sequence QC was done through FastqQC 0.11.5^2^ and was mapped to customer genome assembly using bwa 0.7.12 (Li and Durbin, 2009). BAM files were realigned with the Genome Analysis Toolkit 3.5 (GATK) IndelRealigner (McKenna et al., 2010), and the base quality scores were recalibrated using the GATK base quality recalibration tool. Variants were called with GATK’s UnifiedGenotyper tool 3.5. The functional information of the variants was annotated using SnpEff 4.1 (Cingolani et al., 2012).

### Plasmid Construction

In order to generate *RSE1* complementary transgenic plants, the genomic DNA of *RSE1* was amplified by PCR, cloned into pENTR/D-TOPO vector (Invitrogen), and subcloned into Gateway binary vectors by LR recombination (Karimi et al., 2005) (Invitrogen). To generate *RSE1* promoter:GUS lines, an approximately 2.0 kb upstream region from the start codon was amplified by PCR and cloned into the pBI101.2 vector between the *Sal*I and *Xma*I restriction sites. The constructs were then transformed into *Arabidopsis* plants by Agrobacterium-mediated transformation using the floral dipping method (Clough and Bent, 1998). The primers used for plasmid construction are listed in Supplementary Table S1.

### RNA Extraction and Real-Time RT-PCR

For gene expression analysis, total RNA was extracted using plant RNA mini prep kit (ZYMO RESEARCH), and cDNA was synthesized using RNA to cDNA EcoDry Premix (Clontech) according to the manufacturer’s instructions. Quantitative real-time PCR was performed by using the iQ^TM^ SYBR Green Super mix (BIO-RAD) in three technical and biological replicates. Statistical analysis was performed using GraphPad Prism.

The gene-specific primers used for PCR are listed in Supplementary Table S1.

### Assays for Measurement of Symptoms of Leaf Senescence

To analyze leaf senescence phenotypes, the third and fourth rosette leaves of each plant were detached and submerged in a lactophenol-trypan blue solution (0.03% trypan blue, 33% [w/v] lactic acid, 33% water-saturated phenol, and 33% glycerol). Samples were incubated at 99°C for 1 min and at RT for 24 h, and washed in a chloral hydrate solution (2.5 g mL^–1^) (Koch and Slusarenko, 1990). For detection of H_2_O_2_, the detached leaves were immersed in 1 mg/ml DAB solution followed by incubation for 4 h in the dark and then boiled in 100% ethanol for 10 min (Rea et al., 2004). For measurements of chlorophyll, the third and fourth rosette leaves of 20-day-old plants (approximately 150 mg) were collected and ground under liquid N2. For chlorophyll extraction, the powder was dissolved in 80% acetone (v/v) in the dark for 30 min, and centrifuged for 15 min at 4°C. The supernatant was collected, and the extraction procedure was repeated. The chlorophyll content was detected using a spectrophotometer at 663 and 645 nm, and the chlorophyll contents were calculated using the formula (8.02^∗^A663 + 20.21^∗^A645) × volume/weight (Lichtenthaler, 1987). The chlorophyll content in the L*er* was defined as 100%. All experiments were repeated using at least three independent plants.

### SA Measurement

The level of SA was measured as previously described (Segarra et al., 2006; Forcat et al., 2008). Briefly, seedling material (200 mg) was harvested into liquid nitrogen and ground under liquid N_2_. The powder was dissolved with 750 μL MeOH-H_2_O-HOAc (90:9:1, v/v/v) and centrifuged for 1 min at 10,000 rpm. The supernatant was collected, and the extraction procedure was repeated. Pooled supernatants were dried under N_2_ and resuspended in 200 μL 20% MeOH. Samples were analyzed using a liquid chromatography coupled to triple quadrupole mass spectrometry (TSQ Quantum ultra EMR, Thermo Fisher Scientific, San Jose, CA, United States) at the Korea Basic Science Institute (Seoul). The SA standard and samples were separated on the reverse-phase column (RocRM C18, 3.0 mm × 150 mm, 5 um, RESTECK). The mobile phases A (0.1% formic acid in water) and B (0.1% formic acid in acetonitrile) were used. The chromatographic run time was 20 min, and the gradient elution profile was 20% for 2 min, 20–100% for 10 min, 100% for 2 min (phase B), and equilibration for 6 min. The flow rate was 0.2 ml/min, and the sample injection volume was 10 ul. The ESI-MS was operated in the negative ion and selected reaction monitoring (SRM) mode. The mass parameters were a spray voltage of 3000 V, sheath gas pressure of 40 (arbitrary unit), aux gas pressure of 10 (arbitrary unit) and capillary temperature of 300°C. The SRM of SA and IS was acquired using an m/z 137.00 > 93.28, and 299.00 > 137.18 transition at a collision energy of 18%.

### mRNA-Seq Library Construction and Data Analysis

RNA purity was determined by assaying 1 μL of total RNA extract on a NanoDrop8000 spectrophotometer (Thermo Scientific). Total RNA integrity was checked using an Agilent Technologies 2100 Bioanalyzer with an RNA integrity number value. mRNA sequencing libraries were prepared according to manufacturer’s instructions (Illumina Truseq stranded mRNA library prep kit). mRNA was purified and fragmented from total RNA (1 ug) using poly-T oligo-attached magnetic beads and two rounds of purification. Cleaved RNA fragments primed with random hexamers were reverse transcribed into first-strand cDNA using reverse transcriptase, random primers and dUTP in place of dTTP. (The incorporation of dUTP quenches the second strand during amplification because the polymerase does not incorporate past this nucleotide.) A single adenine base was added to these cDNA fragments and was followed by adapter ligation. The products were purified and enriched with PCR to create the final strand-specific cDNA library. The quality of the amplified libraries was verified by capillary electrophoresis (Bioanalyzer, Agilent). After qPCR using SYBR Green PCR Master Mix (Applied Biosystems), the index-tagged libraries were combined in equimolar amounts within a single pool. RNA sequencing was performed using an Illumina NextSeq 500 system following the provided protocols for 1 × 75 sequencing.

Data quality control and preprocessing were performed using FastQC. (v0.11.2)^3^. The Trimmomatic (v0.32.3) (Bolger et al., 2014) was used to trim the adapter sequences and low-quality sequences. Remaining reads were aligned to the *Arabidopsis thaliana* L*er*-0 genome using TopHat (v2.0.9) (Trapnell et al., 2009). The L*er*-0 genome was reconstructed using the *Arabidopsis thaliana* Col-0 genome based on the variant call format file for L*er*-0 obtained from the 1001 Genomes Project website^4^. PCR duplicates were removed using Picard (v1.119)^5^, and ‘MarkDupicates’ and only uniquely mapped reads were counted using HTSeq (v0.6.1) (Anders et al., 2015). The differential expression analysis was performed using DESeq2 (Love et al., 2014) and the *P*-values were determined using the Benjamini–Hochberg method (Benjamini and Hochberg, 1995). Differentially expressed genes (DEGs) were identified as the ones that have the adjusted *P*-value < 0.05.

### Gene Ontology Enrichment

Gene ontology (GO) enrichment analysis was performed using DAVID software^6^. The GO terms with Benjamini *P*-value < 0.05 were selected as the ones enriched by the DEGs used.

### Subcellular Localization

For the analysis of subcellular localization of RSE1, *RSE1* cDNA was subcloned into pB7m34GW destination vectors to generate C-terminal fusion with GFP. The expression constructs were co-transformed into *Arabidopsis* with mCherry-tagged markers for various organelles including the Golgi-localized *Man49* (Saint-Jore-Dupas et al., 2006) and plasma membrane-localized *PIP2* (Ivanov and Harrison, 2014). Endoplasmic reticulum (ER) localization constructs contained the ER retention sequences HDEL (Ivanov and Harrison, 2014). For the plasmolysis experiment, plants were treated with 0.8 M mannitol for 30 min (Truernit et al., 2012). Imaging was performed using an LSM 7 DUO (ZEISS) confocal laser microscopy. The primers used for plasmid construction are listed in Supplementary Table S1.

## Results

### *rse1* Displays an Early Senescence and Cell Death Phenotypes

To identify genetic mutants with altered senescence phenotypes, we isolated a mutant, *rapid senescence 1-1* (*rse1-1*) from a genetic screen of EMS-mutagenized plants. Compared with wild-type L*er* plants that retain green and healthy rosette leaves, the cotyledons of *rse1-1* were remarkably yellow, and rosette leaves rapidly turned yellow as they expanded (Figures 1A,B). In contrast to the rosette leaves of WT plants that just began yellowing 3 weeks after sowing, all rosette leaves of *rse1-1* had already turned yellow (Supplementary Figure S1A), indicating enhanced leaf senescence in *rse1-1*. The *rse1-1* mutant also showed other developmental defects, including dwarfism and severely reduced fertility (Supplementary Figure S1C).

**FIGURE 1:**
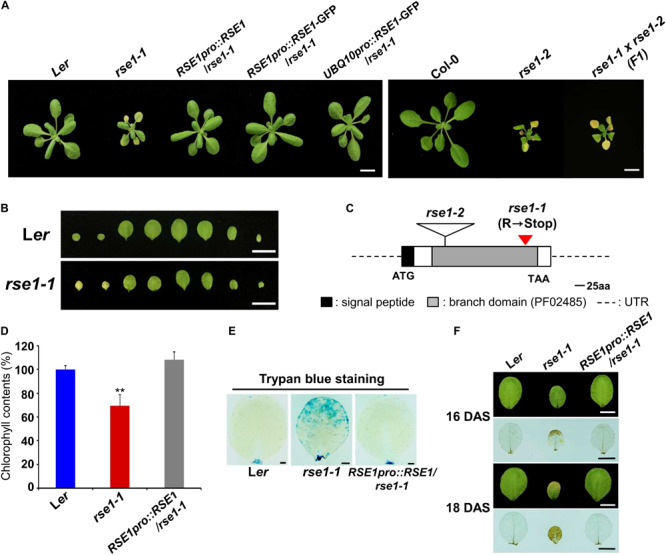
Loss-of-function mutations in *RSE1* cause early senescence and cell death. **(A)** Senescence phenotypes of *rse1-1, rse1-2, RSE1pro:RSE1*/*rse1-1*, *RSE1pro:RSE1*/*rse1-1*, *UBQ10pro:RSE1-GFP*/*rse1-1* at 21 days after sowing, and *rse1-1* × *rse1-2* (F1) plants at 22 days after sowing (DAS). Scale bar, 1 cm. Results are representative of at least five independent plants. **(B)** Detached leaves of L*er* and *rse1-1* at 16 DAS. Scale bar, 1 cm. Results are representative of more than 10 independent plants. **(C)** A schematic diagram of *RSE1* encoding a glucosaminyl transferase (At5g22070) shows the position of the C- to-T mutation in *rse1-1* resulting in a premature stop codon after 300 amino acid and the location of the T-DNA insert in *rse1-2*. **(D)** Relative chlorophyll contents in detached third and fourth leaves of WT, *rse1-1*, and *RSE1pro:RSE1*/*rse1-1* plants at 20 DAS. Error bars indicate SD from three biological replicates. ^∗∗^*p* < 0.01. **(E)** Trypan blue staining of the third leaves of WT, *rse1-1*, and *RSE1pro:RSE1*/*rse1-1* plants at 21 DAS. Scale bar, 0.5 cm. **(F)** 3.3′-Diaminobenzidine (DAB) staining of hydrogen peroxide in the third leaves of WT, *rse1-1*, and *RSE1pro:RSE1*/*rse1-1* plants at 16 and 18 DAS. Leaf yellowing phenotype is observed from 18 DAS in the third leaves of *rse1-1* mutants. Scale bar, 0.5 cm. **(E,F)** Results are representative of three independent plants.

To identify the mutated gene, we carried out map-based cloning and whole-genome sequencing in parallel and found a C-to-T mutation in a previously uncharacterized GT-like gene (At5g22070), which introduced a premature termination codon (Figure 1C). The gene product is a member of the GT14/GT14-like family (Ye et al., 2011) and consists of a putative transmembrane domain at the N terminus (1 to 29 amino acid residues) followed by a core-2/1-branching enzymatic domain (72 to 329 residues). The introduction of an *RSE1* genomic fragment (*RSE1pro:RSE1*) and the native promoter/*UBQ10* promoter-driven *GFP*-tagged *RSE1* (*RSE1pro:RSE1-GFP*/*UBQ10pro:RSE1-GFP*) rescued the early leaf senescence phenotype of *rse1-1* (Figure 1A). In addition, a T-DNA insertion mutant in the Col-0 background was obtained from the Nottingham Arabidopsis Stock Center and designated as *rse1-2* (Figures 1A,C). In *rse1-2* mutants, *RSE1* expression was abolished (Supplementary Figure S1B), and leaf senescence was accelerated as in *rse1-1* (Figure 1A). When *rse1-1* was crossed to *rse1-2*, early leaf senescence phenotype was not recovered in F1 plants (Figure 1A), further supporting that functional impairment of *RSE1* results in early leaf senescence.

A typical symptom of leaf senescence is the yellowing induced by chlorophyll degradation. We measured the chlorophyll content in *rse1-1* leaves and found 30% reduction compared with WT and the complemented lines (Figure 1D). Next, we determined cell death and H_2_O_2_ levels using trypan blue and 3,3′-diaminobenzidine (DAB), respectively, because the production of reactive oxygen species (ROS) and the resulting cell death occur during leaf senescence (Koo et al., 2017). We found that both cell death and H_2_O_2_ levels were dramatically increased in *rse1-1* mutants compared with WT and the complemented lines (Figures 1E,F). Furthermore, even when no visible symptoms of senescence were observed in WT, *rse1-1*, and the complemented lines, H_2_O_2_ was detected at the margin of *rse1-1* leaves only (Figure 1F, upper panel). Hydrogen peroxide levels were further intensified and spread to most areas of the leaves in two additional days (Figure 1F, lower panel), suggesting that the enhanced cell death may contribute to leaf senescence in *rse1-1* mutants. Together, these results imply that *RSE1* negatively regulates leaf senescence.

### SAGs Are Up-Regulated in *rse1*

Previous genetic and transcriptomics studies have shown roles of SAGs and the dynamics of genetic reprogramming in leaf senescence (Hinderhofer and Zentgraf, 2001; Guo and Gan, 2006; Kim et al., 2009; Woo et al., 2016). Transcriptional factors such as NACs and WRKYs also act at early stages of leaf senescence and turn on the downstream genes encoding catabolic enzymes for nutrient recycling (Schippers et al., 2015). We thus analyzed senescence marker genes in the *rse1-1* mutant to examine whether the genetic program governing senescence was affected in *rse1-1*. qRT-PCR analyses showed that the early senescence markers and the genes encoding senescence-induced metabolic enzymes were strongly up-regulated in *rse1-1* compared with WT and the complemented lines (Figure 2). The expression levels of *SAG13* and *SAG12* were increased by about 23,000- and 4,000-fold, respectively, in *rse1-1*. The expression of *SIRK*, which is implicated in immune response, cell death and senescence (Asai et al., 2002; Koo et al., 2017), was increased by 900-fold in *rse1-1*. Furthermore, the central regulator of leaf senescence *ORE1* (Kim et al., 2009) was significantly (180-fold) up-regulated in *rse1-1* compared with WT and the complemented lines (Figure 2). These data suggest that the *rse1* mutation causes accelerated senescence.

**FIGURE 2:**
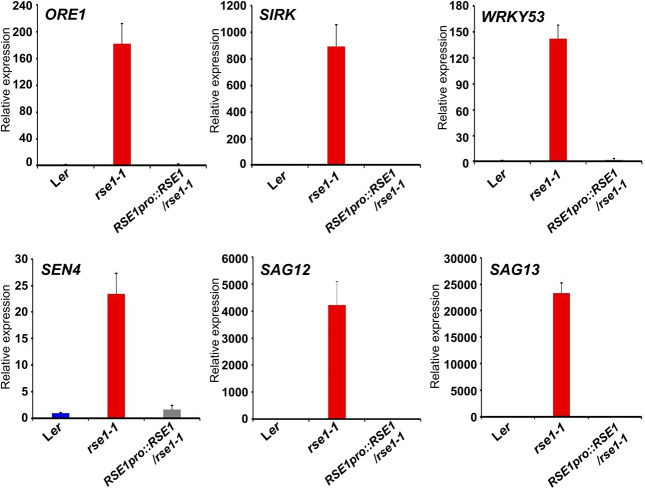
qRT-PCR analyses of senescence-associated genes in *rse1-1.* qRT-PCR indicates a strong up-regulation in expression of the senescence marker genes in *rse1-1*. Third and fourth leaves of WT, *rse1-1*, and *RSE1pro:RSE1*/*rse1-1* plants at 20 DAS were used for RNA extraction and qRT-PCR. The expression levels were normalized to *UBQ5* (At3g62250). The data have been obtained from three biological replicates, and error bars indicate SD.

### Disruption of *RSE1* Up-Regulates Defense-Related Gene Expression

Next, we conducted transcriptome analysis to further investigate the role of *RSE1*. 

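mRNA from leaves 3 and 4 of WT (L*er*) and *rse1-1* plants at 16 DAS was sequenced as single reads of 75 bases, with 3 biological replicates of each genotype. The authors trimmed the reads, aligned them to a L*er*-0 genome rebuilt from the Col-0 genome, removed PCR duplicates and counted the uniquely mapped reads on each gene. These counts were deposited without normalization for 33602 genes, of which 11797 had no count in any library. The WT libraries held 9960144, 10217170 and 11626752 counts on genes, with a median of 10217170. The *rse1-1* libraries held 15244500, 10360028 and 12442911 counts on genes, with a median of 12442911. At least 51.3% of the counted entries of each library fell on genes, while 36.1% to 37.7% overlapped no gene. Each library was used as a replicate. The libraries were scaled by edgeR's TMM factors, which lay between 0.991 and 1.01, and the 16294 genes kept by edgeR's filter on low counts were compared between genotypes by its quasi-likelihood test. Expression levels are given as CPM, the share of a library's counts after this scaling, in parts of 1e6. A count of 0 allows up to 3 counts, which is 0.195 to 0.304 CPM in these libraries, and this limit covers counting error only.
The share of genes with low counts depended on the position in the genome. Of the ribosomal protein genes, which every leaf cell uses, 10 of the 78 in the first 5 Mb of a chromosome of TAIR10.1 had a mean under 10 counts per library (12.8%), against 124 of the 265 past it (46.8%, Fisher's exact test, two-sided, p = 1.63e-08). Low counts of single genes past the first 5 Mb are given with their position. The position matters for high counts too. Gene counts cannot show whether they belong to the gene named or to a neighbour there.

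**Figure D1:**
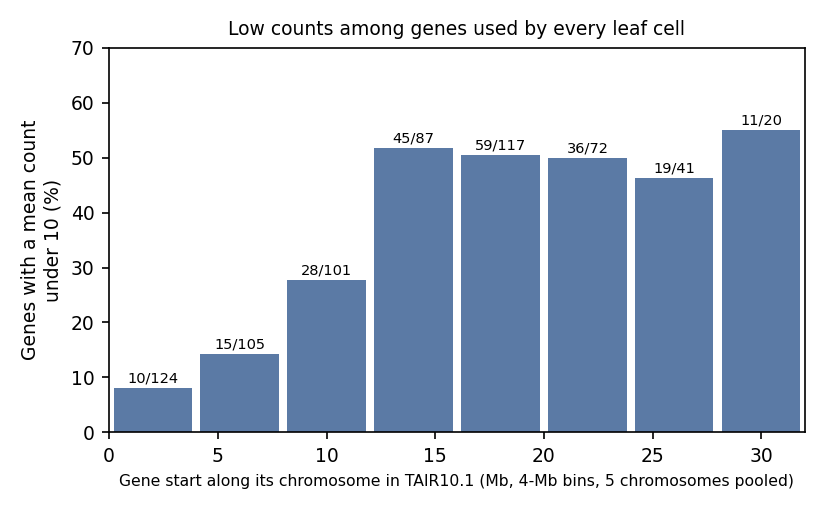
Percent of genes with a mean under 10 counts per library (vertical axis) by distance from the start of the chromosome in TAIR10.1 (horizontal axis, Mb, in steps of 4 Mb), for ribosomal protein genes and genes of other families used by every leaf cell. The percent was 8.06% in the first 4 Mb (10 of 124 genes) and 51.7% between 12 and 16 Mb (45 of 87 genes).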

To focus on the early molecular events that might have caused accelerated leaf senescence in *rse1-1*, leaves of *rse1-1* and WT that showed no visible yellowing were used for analyses. 

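*RSE1* (AT5G22070) lies on chromosome 5 of TAIR10.1 from 7307894 to 7310367, on the plus strand, with exon 1 from 7307894 to 7309352 and exon 2 from 7309944 to 7310367. The coding sequence of 1089 bases, from 7308255 to 7309343, lies within exon 1 and encodes 362 residues. Codon 301, which follows the 300 residues given in Figure 1C, is CGA at 7309155 to 7309157. Its only change of a single base to a stop codon is C901T, counted from 1 at the first base of the coding sequence. The reference sequence around it is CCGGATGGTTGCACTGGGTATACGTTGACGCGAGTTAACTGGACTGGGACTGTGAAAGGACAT, from 7309125 to 7309187. In the sampled leaves, *RSE1* had 563, 552 and 667 counts in the WT libraries and 290, 219 and 264 in the *rse1-1* libraries. Its level was 56.3 ± 1.71 CPM (SD, n = 3) in WT and 20.4 ± 1.31 CPM (SD, n = 3) in *rse1-1*. The log2 fold change was -1.47 (standard error 0.0832, adjusted p = 5.33e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between -1.50 and -1.40 with each library left out in turn. *RSE1* lies past the first 5 Mb of its chromosome, and gene counts do not show which base a read carried.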

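Between *rse1-1* and WT leaves, 12548 of the 16294 tested genes had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. The 3 *rse1-1* libraries lay all above or all below the 3 WT libraries for 12959 of the tested genes, an outcome that chance gives for 10% of genes, and for 12271 of the 12548 genes. The count of differing genes was moved most by a minimum fold change: it was 5175 where a log2 fold change beyond 1 was also required and 1805 where a log2 fold change beyond 2 was required. With DESeq2 in place of edgeR, 12037 genes had an adjusted p-value under 0.05. Leaving out each library in turn gave between 11911 and 12546 genes.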

The expression profiling identified 2,186 differentially expressed genes in *rse1-1*. Among these differentially expressed genes, 1,783 were up-regulated, and 403 were down-regulated (Supplementary Tables S2, S3). 

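Of the differing genes in edgeR's test, 6314 were higher and 6234 were lower in *rse1-1*, so that 50.3% were higher. Upper quartile scaling moved the median log2 fold change of the tested genes from -0.0086 to -0.20 and gave 5112 higher and 7633 lower genes, of which 40.1% were higher. The copies of Supplementary Tables S2 and S3 used here hold 1996 genes each, of 3205 and 2298. For these 3992 genes, the log2 fold changes that DESeq2 gave on the deposited counts differed from the listed ones by at most 0.00044. Among genes with a mean of at least 10 CPM and no overlap between the genotypes, the highest fitted log2 fold change was that of AT3G15536, listed as other RNA. It had no count in the WT libraries and 834, 613 and 830 counts in the *rse1-1* libraries, at least 197-fold higher. This order rests on values fitted over a group without counts; other genes had larger lower bounds or folds, such as *WRKY31* (AT4G22070) with at least 310-fold and *UGT76B1* (AT3G11340) with a fold of mean CPM of 435. The largest decrease was that of *ADS1* (AT1G06080), a delta 9 desaturase, from 71.6 ± 6.86 CPM (SD, n = 3) in WT to 0.791 ± 0.349 CPM (SD, n = 3) in *rse1-1*. Its log2 fold change was -6.40 (standard error 0.169, adjusted p = 1.72e-13 from edgeR). *CER1*, AT5G02540, AT5G01075 and AT5G41900 followed, with log2 fold changes of -4.52, -4.46, -3.87 and -3.59. AT3G15536, *WRKY31* and AT5G41900 lie past the first 5 Mb of their chromosomes.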

GO term analysis revealed that the loss-of-function mutation of *RSE1* affected the expression of genes involved in various processes, including aging, stress signaling, and protein phosphorylation (Figure 3A and Supplementary Figure S2). 

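Sets of genes were drawn by words in their annotated descriptions and compared with all other tested genes by camera, with a preset correlation of 0.01 between genes. Of the 19 sets, 11 had an adjusted p-value under 0.05. No set median changed where genes at the limit of 3 counts were set at their bounds. All 11 also had one by the self-contained test fry, while none did where camera estimated the correlation from these 6 libraries (adjusted p between 0.179 and 0.290). Fry does not compare a set with other genes, and most tested genes differed here. All 22 process terms given below passed it too, so a pass by fry says little about a set. The 20 senescence-associated genes had a median log2 fold change of 0.57 (adjusted p = 7.64e-04 by camera), with 12 genes higher and 2 lower in *rse1-1* by edgeR's test. The median moved most, to 2.04, with the 8 of these genes in the first 5 Mb of a chromosome, an alternative chosen after the data were seen. *SAG13* (AT2G29350) rose from 0.376 ± 0.0651 CPM to 76.5 ± 3.01 CPM (SD, n = 3), a log2 fold change of 7.62 (standard error 0.153, adjusted p = 1.39e-14 from edgeR). *SRG3* and *SAG21* had log2 fold changes of 4.56 and 3.84. *SEN4* (AT4G30270) changed little, with a log2 fold change of 0.27 (standard error 0.0924, adjusted p = 0.0153 from edgeR), and lost significance without WT replicate 2 (0.22), without WT replicate 3 (0.22) and with upper quartile scaling (0.08). *SAG12* (AT5G45890) had no count in any library. *SAG13*, *SEN4* and *SAG12* lie past the first 5 Mb of their chromosomes.
The 639 protein kinase genes had a median log2 fold change of 0.26 (adjusted p = 0.00664 by camera), with 322 higher and 222 lower, and 0.07 with upper quartile scaling, which moved the median of all tested genes to -0.20. *SIRK* (AT2G19190, the gene that both primers of Supplementary Table S1 match) rose from 1.31 ± 0.326 CPM to 268 ± 32.2 CPM (SD, n = 3), and lies past the first 5 Mb of chromosome 2. The largest median was that of the 39 WRKY transcription factors, at 1.81 (adjusted p = 8.92e-08 by camera). The 44 NAC transcription factors had a median of 1.33 and the 37 glutathione S-transferases a median of 1.29 (adjusted p = 7.69e-08 and 9.43e-07 by camera). With genes of at least 10 counts in every library, the medians were 1.01 for WRKY factors, 0.84 for NAC factors and 0.13 for glutathione S-transferases. *GSTF6* (AT1G02930) rose from 12.0 ± 2.43 CPM to 1581 ± 29.5 CPM (SD, n = 3), although reads could be split between it and its neighbour *GSTF7*.
In a second comparison, 22 biological process terms of the annotation were taken as sets, a choice made after the data were seen. The medians were 0.57 for the 17 genes of aging, 0.74 for the 10 of leaf senescence and 0.14 for the 14 of cell death, with adjusted p-values of 0.103, 0.266 and 0.266 by camera. The 14 genes of cell death had a negative median, -0.048, with upper quartile scaling. The 93 genes of oxidative stress and the 186 of salt stress had medians of 0.20 and 0.32 (adjusted p = 0.0258 and 0.0207 by camera), and the 21 of osmotic stress a median of -0.16 (adjusted p = 0.432 by camera). The 614 genes of protein phosphorylation had a median of 0.27 and the 11 of toxin catabolic process a median of 2.51 (adjusted p = 0.0131 and 2.27e-07 by camera).

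**Figure D2:**
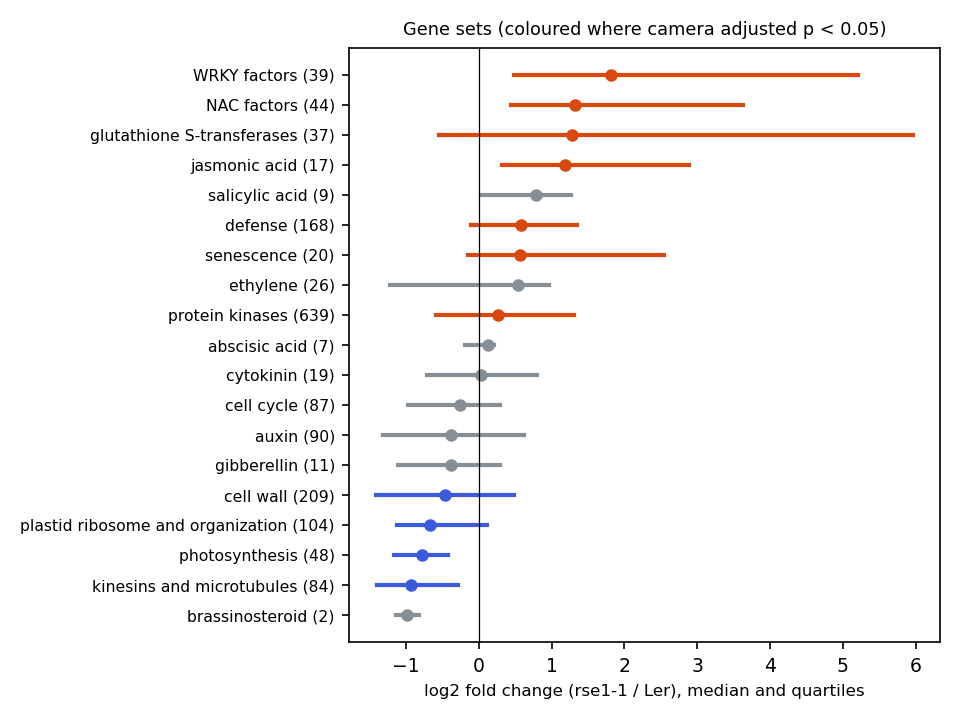
Median (point) and quartiles (line) of the log2 fold change between *rse1-1* and WT for each of 19 gene sets, with the number of genes in brackets; colour marks sets with an adjusted p-value under 0.05 by camera. WRKY factors had the highest median (1.81) and brassinosteroid genes the lowest (-0.98); with upper quartile scaling the medians of the abscisic acid and cytokinin sets were -0.06 and -0.16.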

Remarkably, genes involved in defense response were among the highly up-regulated genes in *rse1-1* (Figure 3A). Moreover, genes involved in SA biosynthesis and signaling were also most highly up-regulated in *rse1-1* compared with other hormones (Figure 3A).

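The 168 genes described as defense or disease resistance genes had a median log2 fold change of 0.58 in *rse1-1* (adjusted p = 6.97e-05 by camera), with 104 genes higher and 34 lower by edgeR's test. The adjusted p-value was at most 9.06e-04 in every alternative set before the data were examined except the estimated correlation, where it was 0.193. The 206 genes annotated with the term defense response had a median of 0.74, with 142 higher and 32 lower (adjusted p = 2.91e-09 by camera). With the estimated correlation, the adjusted p-value of this term was 0.217. The terms innate immune response, response to wounding and response to chitin had medians of 0.72, 0.68 and 0.38 over 72, 49 and 34 genes. AT2G43580, a chitinase gene, rose from 2.80 ± 1.26 CPM to 1089 ± 23.6 CPM (SD, n = 3), a log2 fold change of 8.56 (standard error 0.159, adjusted p = 7.68e-15 from edgeR). The disease resistance genes AT4G14370 and AT5G41750 had log2 fold changes of 6.22 and 3.66. These 3 genes lie past the first 5 Mb of their chromosomes, and reads could be split between AT2G43580 and its neighbouring chitinase gene AT2G43590.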

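The 9 genes described with salicylic acid had a median log2 fold change of 0.78, with 6 higher and none lower in *rse1-1* by edgeR's test, and an adjusted p-value of 0.0772 by camera. It was 0.0424 without a filter on low counts, 0.0398 with genes of at least 10 counts in every library and 1.63e-04 by fry, and it ranged up to 0.374 over the alternatives. The 17 jasmonic acid genes had a median of 1.18, with 12 higher and 2 lower (adjusted p = 3.77e-05 by camera), and kept an adjusted p-value of at most 1.37e-04 apart from the estimated correlation and the genes of the first 5 Mb. The medians of the 7 abscisic acid genes and the 19 cytokinin genes were 0.13 and 0.03 (adjusted p = 0.982 for both by camera), and with upper quartile scaling they were -0.06 and -0.16. The 90 auxin genes and the 11 gibberellin genes both had a median of -0.38 (adjusted p = 0.399 and 0.681 by camera), and the 2 brassinosteroid genes one of -0.98 (adjusted p = 0.0783 by camera). The difference between the SA set and the other sets was not tested. The SA set was drawn by words in descriptions, and *SID2*, *PAD4* and *PR1* fall outside it. By process terms, the 19 genes of response to SA had a median of 0.75 and the 24 of response to jasmonic acid one of 1.24 (adjusted p = 8.94e-04 and 9.56e-04 by camera). The 56 genes of response to abscisic acid had a median of 0.19 (adjusted p = 0.0426 by camera), which was -0.0023 with upper quartile scaling.
*SID2* (AT1G74710) rose from 9.40 ± 0.440 CPM in WT to 41.2 ± 5.84 CPM in *rse1-1* (SD, n = 3), a log2 fold change of 2.14 (standard error 0.120, adjusted p = 4.85e-10 from edgeR). *PAD4* (AT3G52430) rose from 4.36 ± 1.13 CPM to 34.7 ± 8.45 CPM (SD, n = 3), a log2 fold change of 3.01 (standard error 0.202, adjusted p = 3.56e-09 from edgeR). *PR1* (AT2G14610) had 7, 17 and 59 counts in the WT libraries and 5601, 4115 and 5400 in the *rse1-1* libraries. Its log2 fold change was 7.25 (standard error 0.251, adjusted p = 2.44e-12 from edgeR), and 8.36 without WT replicate 3. *NPR1* (AT1G64280) had 2, 0 and 1 counts in WT and 5, 5 and 4 in *rse1-1*, fewer than edgeR's filter keeps. The mean of *NPR1* in *rse1-1* was 1.24-fold the limit of 3 counts in WT. Counting error in *rse1-1* is not allowed for, so this is not a firm minimum. The difference was not called (adjusted p = 0.158 with DESeq2 and 0.0696 with edgeR without the filter). *NIMIN1* and *NPR4* had log2 fold changes of 3.22 and 1.27. Of these genes, only *NIMIN1* lies in the first 5 Mb of a chromosome.

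**Figure D3:**
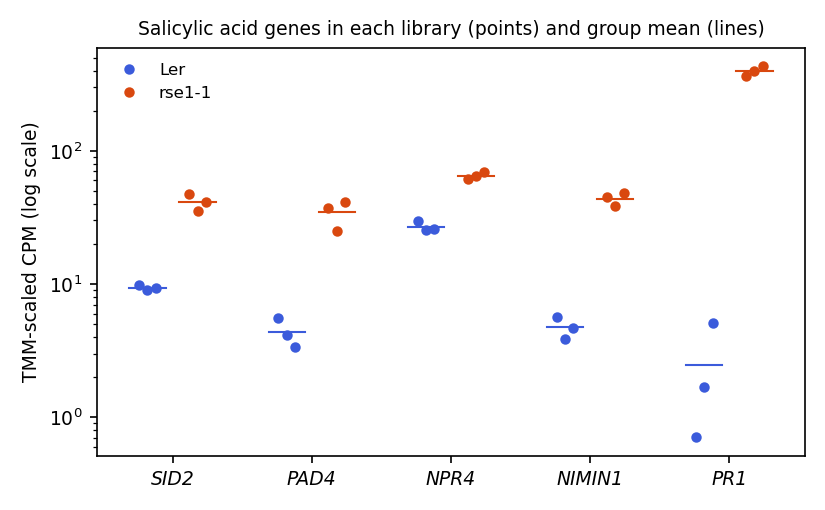
Normalized expression (CPM, log axis) of the salicylic acid genes *SID2*, *PAD4*, *NPR4*, *NIMIN1* and *PR1* in each of the 3 WT and 3 *rse1-1* libraries. *SID2*, *PAD4* and *PR1* are not in the salicylic acid gene set. Each point is a library and each line a group mean; for *SID2* the *rse1-1* libraries average 41.2 CPM against 9.40 CPM in WT.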

**FIGURE 3:**
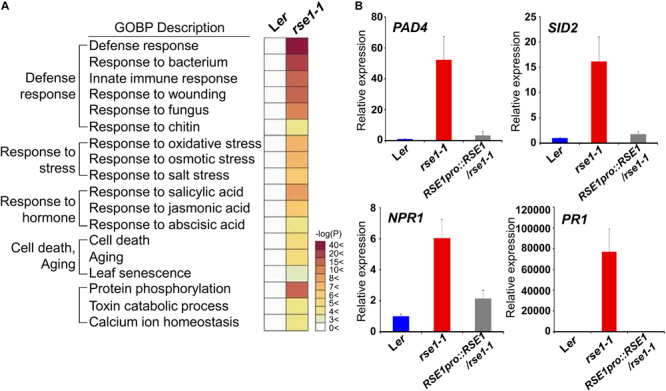
Genes related to defense response are highly up-regulated in *rse1-1.* **(A)** Gene Ontology Biological Processes (GOBP) analysis of differentially expressed genes shows an up-regulation of genes involved in the defense response in *rse1-1*. Third and fourth leaves of WT and *rse1-1* plants at 16 DAS were used for mRNA-seq with three biological replicates. **(B)** qRT-PCR analysis of salicylic acid signaling genes, *PAD4*, *SID2*, *NPR1*, and *PR1* in WT, *rse1-1*, and *RSE1pro:RSE1*/*rse1-1* plants. Third and fourth leaves of WT, *rse1-1*, and *RSE1pro:RSE1*/*rse1-1* plants at 16 DAS were used. The expression levels were normalized to *UBQ5* (At3g62250). The data have been obtained from three biological replicates, and error bars indicate SD.

Salicylic acid plays an essential role in plant immunity. However, a constitutively high level of SA and activated defense response could be harmful to plants as the plants are forced on alert thereby resulting in stunted plant growth (Seyfferth and Tsuda, 2014). *SALICYLIC ACID INDUCTION DEFICIENT 2* (*SID2*) and *PAD4* regulate SA biosynthesis and accumulation, respectively (Vlot et al., 2009). NPR1 is an SA receptor, which initiates SA signaling (Wu et al., 2012). To validate the up-regulation of genes involved in SA and defense signaling in *rse1-1*, the expression levels of *SID2*, *PAD4*, and *NPR1* were determined by qRT-PCR. All three genes were drastically up-regulated in *rse1-1* compared with WT and the complemented lines (Figure 3B). Furthermore, the level of SA-responsive *PATHOGENESIS-RELATED GENE 1* (*PR1*) was increased by about 80,000-fold (Figure 3B), implying that the disruption of *RSE1* puts the plants on high alert against biotic stress. On the other hand, the expression levels of the early senescence markers such as *ORE1* and *WRKY53* were not changed at the time when defense-related genes were highly up-regulated in *rse1-1* (Supplementary Tables S2, S3). 

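*ORE1* (AT5G39610) had no count in any of the 6 libraries, so a difference was not detectable from these counts. *WRKY53* (AT4G23810) had 0, 1 and 0 counts in the WT libraries and 3, 4 and 5 counts in the *rse1-1* libraries, fewer than edgeR's filter keeps. The mean of *WRKY53* in *rse1-1* was 1.07-fold the limit of 3 counts in WT. Counting error in *rse1-1* is not allowed for, so this is not a firm minimum for *WRKY53*. Its adjusted p-value was 0.0626 with DESeq2 and 0.0225 with edgeR without the filter. Both genes lie past the first 5 Mb of their chromosomes. The paper reports these markers as unchanged at a time when defense genes were higher. Taking its results together, it proposes that defense signaling through SA is linked to the early senescence of *rse1*. The counts of *ORE1* and *WRKY53* here do not decide whether these markers had changed.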

Taken together, these results suggest that SA-mediated defense signaling is associated with enhanced leaf senescence in the *rse1* mutant.

### *RSE1* Is Involved in SA Biosynthesis and Signaling Pathway

Since the genes involved in SA signaling were highly up-regulated in *rse1-1* (Figure 3), we tested the involvement of *RSE1* in SA-mediated responses. WT, *rse1-1*, and *rse1-2* plants were grown in the absence and presence of SA to examine whether *rse1* had an altered sensitivity to SA. In the absence of exogenously applied SA, no visible symptoms were observed in WT, *rse1-1*, and the complemented plants. However, *rse1-1* showed retarded growth accompanied by early senescence compared to WT and the complemented plants in the presence of 25 μM SA (Figure 4A). Since *rse1-2* is sterile, the progenies of *rse1-2/*+ heterozygous plants were grown in the absence and presence of SA. Twenty-four out of 141 plants displayed reduced growth and enhanced senescence in the presence of 25 μM SA but not in the absence of SA (Supplementary Figure S3). All the 24 plants turned out to be homozygous for the *rse1-2* mutation, indicating that *rse1* mutants are more sensitive to SA. To determine whether the retarded growth of *rse1-1* was due to the altered level of SA or due to an enhanced sensitivity to SA, we measured contents of free and glucose-conjugated SA (SA-glc) in WT and *rse1-1* mutant plants. It turned out that both free SA and SA-glc levels were increased 6-fold and 45-fold, respectively, in *rse1-1* mutants compared with WT and the complemented lines (Figure 4B). The enhanced sensitivity of *rse1* mutants to SA is probably due to the increased level of endogenous SA in *rse1* mutants, resulting in the increased SA response. Together, these results indicate that *RSE1* negatively regulates SA biosynthesis.

**FIGURE 4:**
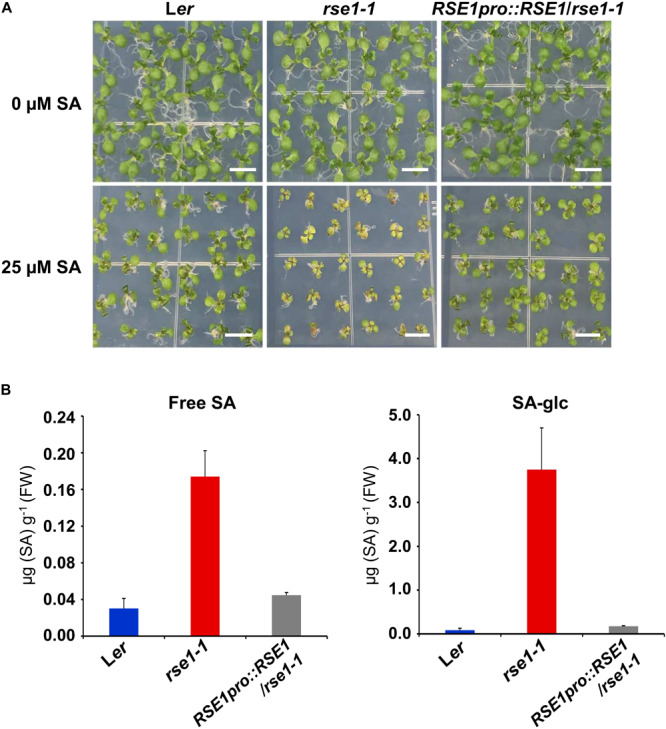
*rse1* accumulates higher levels of SA and is sensitive to SA. **(A)** Exogenous SA inhibits the seedling growth of *rse1-1*. Seedlings were grown on MS media in the absence (0 μM) or presence (25 μM) of SA for 12 days. Results are representative of three independent experiments. Scale bar, 0.5 cm. **(B)** Measurements of free SA and glucose-conjugated SA (SA-glc) in 10-day-old seedlings of WT, *rse1-1*, and *RSE1pro:RSE1*/*rse1-1* grown on 1/2 MS media. The data have been obtained from three biological replicates, and error bars indicate SD.

### Early Leaf Senescence of *rse1* Is in Part Attributable to *SID2*

SID2 and PAD4 are key enzymes in SA biosynthesis and accumulation, respectively (Zhou et al., 1998; Wildermuth et al., 2001). It has been suggested that SID2 and PAD4-dependent SA pathways play a role in leaf senescence (Nawrath and Metraux, 1999; Vogelmann et al., 2012; Guo et al., 2017). Our data suggested that the enhanced SA signaling in *rse1-1* can be attributed to the increased levels of SA and associated with early leaf senescence. To test whether the RSE1 function in leaf senescence depends on the SA signaling pathway, *rse1-2* was crossed to *sid2-1* and *pad4-1* mutants. Interestingly, *rse1-2sid2-1* double mutants largely rescued the early leaf senescence phenotype of *rse1-2* mutants (Figure 5A and Supplementary Figure S4). The size of the plant and developmental defects related to reproduction were also rescued (Supplementary Figure S4B). In contrast, *rse1-2pad4-1* mutants were indistinguishable from the *rse1-2* single mutants (Figure 5B). The phenotypes of the *rse1-2sid2-1* double mutants were in agreement with the expression patterns of the senescence- and SA-related marker genes. The expression levels of *ORE1*, *SAG12*, and *PR1* were reduced to the WT levels in the *rse1-2sid2-1* double mutant (Figure 5C). These results suggest that *SID2* contributes to the early leaf senescence of *rse1*. In contrast, the increased expression of *SEN4* in *rse1-2* was not rescued by *sid2-1*, suggesting that RSE1 may also regulate leaf senescence in a *SID2*-independent manner to a certain extent. The difference in the level of *PR1* expression between *rse1-1* and *rse1-2* is possibly because the basal level of *PR1* in L*er* (*rse1-1* background) at 16 days after sowing was much lower compared to that in Col-0 (*rse1-2* background) at 20 days after sowing, resulting in the smaller fold-change in *rse1-2*. It could be also due to the ecotype difference.

**FIGURE 5:**
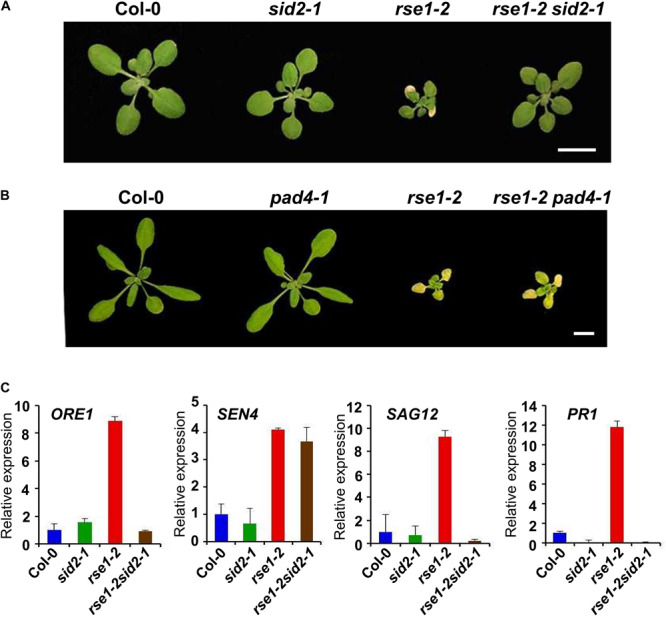
*RSE1* modulates leaf senescence through *SID2*-dependent SA pathway. Phenotypes of WT, *sid2-1*, *rse1-2*, *rse1-2sid2-1* double mutants **(A)** at 17 DAS and WT, *pad4-1*, *rse1-2*, *rse1-2pad4-1* double mutants **(B)** at 22 DAS. Scale bar, 1 cm. Results are representative of at least three independent plants. **(C)** qRT-PCR analyses of senescence- and defense-related genes in WT, *sid2-1*, *rse1-2* and *rse1-2sid2-1* double mutants. Total RNA was extracted from the third and fourth leaves of plants at 20 DAS. The expression levels were normalized to *UBQ5* (At3g62250). The data have been obtained from three biological replicates, and error bars indicate SD.

### RSE1 Preferentially Localizes to the Cell Wall

We performed qPCR analysis using leaves, roots, siliques, and flowers to examine the spatial expression patterns of *RSE1* and found that *RSE1* was ubiquitously expressed in the tissues tested (Supplementary Figure S5A). *RSE1* expression patterns were further determined by analyzing transgenic plants harboring an *RSE1*pro:*GUS* construct. Strong GUS expression was detected in the emerging young leaves, and the histochemical GUS staining decreased and was found only in trichomes as the leaves further developed (Supplementary Figure S5B). In roots, GUS expression was strongly detected in root hairs (Supplementary Figure S5B).

Plant GTs are predicted to mainly localize in the Golgi apparatus and the ER, which most post-translational modifications occur, including glycosylation (Ye et al., 2011; Lao et al., 2014). In order to obtain a clue regarding the function of RSE1, we examined the cellular localization of RSE1 protein by generating transgenic plants expressing a GFP-tagged RSE1 under the control of the native or *UBQ10* promoter. Both the native and *UBQ10* promoter-driven *RSE1-GFP* were able to rescue the early leaf senescence phenotype in *rse1-1* (Figure 1A). We analyzed at least eight independent plants for each construct. Co-localization analyses with the Golgi, ER, and plasma membrane markers in *UBQ10pro:RSE1-GFP* plants showed that RSE1 is not localized to either the Golgi or ER (Figures 6A,B). In addition, DAPI staining revealed that RSE1-GFP is not localized in the nucleus (Supplementary Figure S6A). The RSE1-GFP pattern suggested its localization at the plasma membrane, but the RSE1-GFP signal did not overlap with the plasma membrane marker PIP2a-mCherry and was detected on the outside the plasma membrane (Figure 6C). Optical Z-sections of confocal microscopy show that RSE1-GFP is broadly detected in the cell (top sections) and becomes restricted to the outer layer of the cell (middle sections) (Supplementary Figure S6B). To determine RSE1 localization, we stained the plant cell walls with propidium iodide (PI) and found that RSE1-GFP signals were overlapped entirely with the PI staining (Figure 6D). To further prove RSE1 localization at the cell wall, plant cells expressing both RSE1-GFP driven by the native promoter and PIP2a-mCherry were treated with a high osmolarity solution causing plasmolysis. In contrast to the PIP2a-mCherry that shrank and dislocated, RSE1-GFP was again detected at the cell wall after plasmolysis (Figure 6E). This result implies that RSE1 preferentially localizes to the cell wall.

**FIGURE 6:**
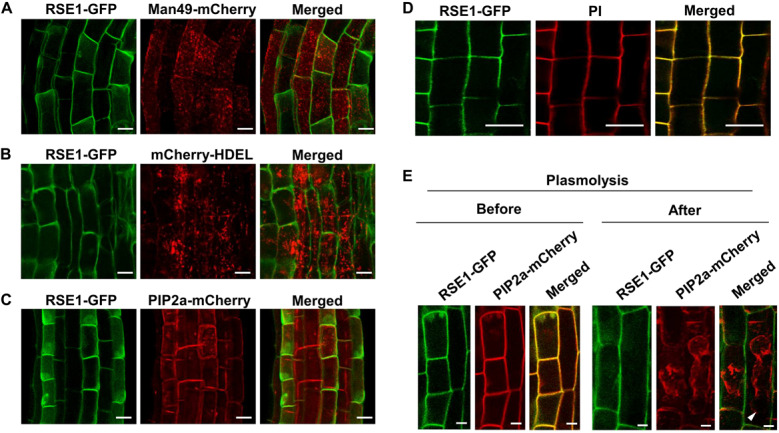
RSE1 is localized to the cell wall. **(A–C)** RSE1-GFP localization in combination with the Golgi localization marker MAN49-mCherry **(A)**, the ER localization marker mCherry-HDEL **(B)**, and the plasma membrane localization marker PIP2a-mCherry **(C)** in 7-day-old seedling roots of *UBQ10pro:RSE1-GFP* plants. Results are representative of at least eight independent transgenic lines. **(D)** *UBQ10pro:RSE1-GFP* transgenic lines were stained with propidium iodide (PI) for cell wall visualization. **(E)** Localization of RSE1-GFP and PIP2a-mCherry before (Mock) and after plasmolysis (0.8 M mannitol) in *RSE1pro:RSE1-GFP* plants. White arrows indicate the plasma membrane of shrunken cells. Scale bar, 20 μm. **(D,E)** Results are representative of at least three independent transgenic lines.

## Discussion

In this study, we showed that RSE1 negatively regulates leaf senescence through an SA-dependent signaling pathway. Premature leaf senescence is enhanced in *rse1* mutants, accompanying with the up-regulation of senescence marker genes. The phenotypes of the *rse1* mutants, including up-regulation of pathogen-related genes, high accumulations of ROS and SA, and enhanced cell death, are typical defense responses (Jones and Dangl, 2006), which are also common molecular events during leaf senescence. Interestingly, defense signaling is activated prior to the onset of leaf senescence, and SA accumulation is increased in the *rse1* mutant. In addition, early leaf senescence phenotype is rescued by *sid2-1* defective in SA biosynthesis, suggesting that RSE1 may primarily be involved in the defense signaling. In addition to the early leaf senescence phenotype, the *rse1* mutants display severely retarded growth (Supplementary Figures S1A,C). The high level of SA account for the phenotypes because a high dosage of exogenous and endogenous SA causes early leaf senescence and negatively modulates the vegetative growth of plants (Zhang et al., 2007, 2008; Kovacik et al., 2009; Miura et al., 2010; Vogelmann et al., 2012; Lee et al., 2016). Several studies have suggested cross-talk between defense responses and leaf senescence, in which mutants with constant activation of defense signaling display enhanced cell death and leaf senescence (Yoshida et al., 2002; Vogelmann et al., 2012; Lee et al., 2016; Zhang et al., 2017). Together, these findings suggest that RSE1 may primarily act in the SA-dependent defense signaling and cell death, consequently impacting leaf senescence.

RSE1 is previously thought to belong to the Domain of Unknown Function (DUF) 266 proteins. Bioinformatic analyses based on protein sequences and structures have revealed that DUF266 proteins are markedly close to the GT14 family of proteins in the GT superfamilies. Both DUF266 and GT14 proteins encode a branched domain that shows the highest similarity to the core-2/1-branching enzymatic function domain in animals, suggesting that the GT14 and DUF266 family of proteins are closely related to each other (Hansen et al., 2012). GT14 and DUF266 proteins are currently classified into the GT14/GT14-like family (Hansen et al., 2012). Unlike the GT14 proteins, there are high variations in the predicted localization of GT14-like proteins, including the Golgi apparatus, ER, the plasma membrane, extracellular space, and the peroxisomes (Ye et al., 2011). Indeed, the *in vivo* localization of GT14-like proteins remains elusive. For example, rice BC10 containing the DUF 266 domain localizes to the Golgi and regulates cell wall biosynthesis (Zhou et al., 2009). AtGnTL is a GT14-like family protein with the highest similarity to RSE1 among GT14-like proteins in *Arabidopsis* and localizes to the cell wall-associated plasmodesmata (Zalepa-King and Citovsky, 2013). Our data show that RSE1 is localized at the cell wall (Figure 6). This finding suggests that the GT14-like proteins might be involved in more diverse cellular processes due to their assorted localization compared with GTs in other families.

A recent study has revealed that the *Premature Leaf Senescence* (*OsPLS*) gene encoding a putative GT modulates leaf senescence in rice (Ke et al., 2019). OsPLS is a homolog of RSE1, which contains a putative transmembrane domain at the N-terminus and a predicted core-2/1-branching/DUF266 domain (Yang et al., 2017; Ke et al., 2019). *Ospls* mutants show premature leaf senescence accompanied by up-regulated SAGs, elevated ROS levels, and enhanced cell death (Yang et al., 2017; Ke et al., 2019), similar to the phenotypes observed in *rse1*. This indicates that both OsPLS and RSE1 are involved in leaf senescence and cell death. OsPLS regulates leaf senescence and cell death through protein O-glycosylation and ethylene-dependent signaling pathways (Ke et al., 2019). In contrast to *Ospls* in which *O-GlcNAc transferase* (*OGT*) genes *SECRET AGENT1* (*SEC1*), *SEC2* and *SPINDLY* (*SPY*) are significantly reduced (Ke et al., 2019), the expression level of *AtSEC* or *AtSPY* is slightly up-regulated or not altered in *rse1* (Supplementary Tables S2, S3). Moreover, transcriptome analysis and GO term analysis revealed that the ethylene signaling pathway is not nearly affected in *rse1* (Figure 3A; Supplementary Figure S2 and Supplementary Tables S2, S3). 

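*SEC* (AT3G04240) rose from 132 ± 5.36 CPM in WT to 357 ± 14.4 CPM in *rse1-1* (SD, n = 3), a log2 fold change of 1.44 (standard error 0.0701, adjusted p = 1.07e-10 from edgeR's quasi-likelihood test). *SPY* (AT3G11540) rose less, from 49.4 ± 4.05 CPM to 65.4 ± 2.29 CPM (SD, n = 3), a log2 fold change of 0.40 (standard error 0.0780, adjusted p = 2.49e-04 from edgeR). With each library left out in turn, the log2 fold changes stayed between 1.41 and 1.48 for *SEC* and between 0.35 and 0.47 for *SPY*. Both genes lie in the first 5 Mb of chromosome 3.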

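The 26 genes described with ethylene had a median log2 fold change of 0.53 between *rse1-1* and WT, and camera gave an adjusted p-value of 0.982. Members moved both ways, with 14 genes higher and 9 lower by edgeR's test. By fry, which tests for a shift of the set in one direction without comparing it with other genes, the set was higher, with an adjusted p-value of 7.83e-04. The ACC synthase gene *ACS4* (AT2G22810) fell from 41.9 ± 3.13 CPM to 3.78 ± 0.335 CPM (SD, n = 3), a log2 fold change of -3.45 (standard error 0.118, adjusted p = 2.14e-12 from edgeR). The ACC synthase gene *ACS6* (AT4G11280) rose from 17.4 ± 2.50 CPM to 109 ± 4.01 CPM (SD, n = 3), a log2 fold change of 2.65 (standard error 0.0943, adjusted p = 3.23e-12 from edgeR). *EGY2* had a log2 fold change of -1.86. *ACS4* and *ACS6* lie past the first 5 Mb of their chromosomes. The 11 genes of response to ethylene had a median of 0.24 (adjusted p = 0.146 by camera), which was -0.13 with genes of at least 10 counts in every library.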

RSE1 appeared to modulate SA-mediated signaling thereby regulating leaf senescence and cell death. These studies suggest that molecular mechanisms involving RSE1 and OsPLS may be different, further supporting a functional diversity of the GT14-like genes.

To date, the biological function of GT14/GT14-like family proteins remained very elusive. A few studies have revealed a functional link between GT14/GT14-like proteins and cell wall regulation (Ye et al., 2011). Most of the cell wall biosynthesis-related GT proteins are membrane-associated and are typically localized to the Golgi or the plasma membrane (Ye et al., 2011). RSE1 was also predicted to localize to the Golgi and the plasma membrane. However, our data showed that RSE1 localized to the cell wall (Figure 6). Considering our results and the previous studies, it is plausible to speculate that RSE1 may contribute to the structure and/or function of the cell wall. Additionally, RSE1 contains the plant-specific DUF266 domain (Hansen et al., 2012), thereby raising a possibility that RSE1 may act in a plant-specific process. Furthermore, our transcriptome and Gene Ontology Biological Processes analyses showed that the genes regulating the organization or biogenesis of the cell wall are significantly reduced in *rse1* (Supplementary Figure S2B). 

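The 209 genes described with cell wall polymers and their enzymes had a median log2 fold change of -0.47 in *rse1-1* (adjusted p = 0.0183 by camera), with 109 genes lower and 63 higher by edgeR's test. Without a filter on low counts, the median was -0.24 (adjusted p = 0.0531 by camera). With each library left out in turn, the median stayed between -0.49 and -0.40. It moved most, to -1.28, with the 46 of these genes in the first 5 Mb of a chromosome, an alternative chosen after the data were seen. The 21 genes annotated with cell wall modification had a median of -0.81, with 14 lower and 3 higher (adjusted p = 0.146 by camera and 3.99e-04 by fry). Single members rose strongly. *EXT3* (AT1G21310), an extensin gene, rose from 23.4 ± 1.89 CPM to 2008 ± 198 CPM (SD, n = 3), and *XXT5* (AT1G74380), a xyloglucan xylosyltransferase gene, from 2.58 ± 0.312 CPM to 176 ± 8.41 CPM (SD, n = 3). Both lie past the first 5 Mb of chromosome 1.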

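Supplementary Table S4 lists 29 cell wall-related genes that were higher in *rse1-1* and Supplementary Table S5 lists 108 that were lower, of which 43 are in the copy used here. Of the 29 genes, 27 had enough counts to be tested, and all 27 were higher in *rse1-1* with an adjusted p-value under 0.05 in edgeR's test. Their median log2 fold change was 3.18, also with genes at the limit of 3 counts set at their bounds, and the lowest was 1.07. Of the 43 genes, 41 were tested and all 41 were lower, with a median of -1.91 and a range of -4.06 to -1.06. Adjusted over the list alone, the counts were also 27 and 41; both lists were chosen on these libraries, so this is not independent evidence. With each library left out in turn, between 68 and 70 of the genes met the threshold in the listed direction, against 68 with all libraries. The expansin gene *EXPB1* (AT2G20750) had 157, 191 and 209 counts in WT and 19, 8 and 13 in *rse1-1*, a log2 fold change of -4.06 (standard error 0.182, adjusted p = 4.25e-11 from edgeR). The xyloglucan endotransglucosylase/hydrolase gene *XTH8* (AT1G11545) had a log2 fold change of -3.50. *XTH29* (AT4G18990), of the same family, had no count in WT and 155, 72 and 113 counts in *rse1-1*, a log2 fold change of at least 4.84. *EXPB1* and *XTH29* lie past the first 5 Mb of their chromosomes.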

Over 130 cell wall-related genes encoding cell wall macromolecule modifying-, cell wall structure regulating-, and secondary cell wall biosynthesis-related proteins are differentially regulated in the *rse1-1* mutants (Supplementary Tables S4, S5). This further implies a role of RSE1 in the regulation of the cell wall. Most sugar nucleotides, donor substrates for GTs, are synthesized in the cytosol and transported to the lumens of the Golgi apparatus and ER by nucleotide sugar transporters for the synthesis of non-cellulosic cell wall polysaccharides (Temple et al., 2016). Since no nucleotide sugar transporters responsible for delivering sugar nucleotides into the cell wall have been identified, we do not exclude the possibility that RSE1 may possess an additional enzymatic activity other than GT. Further biochemical characterization should be able to address RSE1’s enzymatic property.

It is intriguing that the loss-of-function mutation in *RSE1* resulted in the activation of SA-dependent defense signaling. Various lines of emerging evidence have suggested a feedback link between the cell wall function and plant defense mechanisms (Nuhse, 2012). Since plant cell walls are a primary barrier against pathogen attacks, plants turn on defense signaling by monitoring the integrity and function of the cell wall (Nuhse, 2012). For instance, the mutants for POWDERY MILDEW RESISTANT *4* (*PMR4*) encoding a callose synthase and *MURUS 3* (*MUR3*) encoding a xyloglucan galactosyltransferase display cell wall defects, consequently enhanced resistance to pathogens, and increased cell death due to the constitutive activation of SA-dependent defense signaling (Nishimura et al., 2003; Tedman-Jones et al., 2008; Vega-Sanchez et al., 2012). RSE1 localization and the altered gene expression related to the regulatory pathway of the cell wall function in *rse1* indicates a possible role of RSE1 in the regulation of cell wall function. Moreover, defense signaling is highly activated in *rse1*, suggesting a potential link between RSE1-mediated cell wall regulation and defense mechanisms. RSE1, as a putative GT, might directly modify cell wall macromolecules or cell wall proteins that are required for cell wall function or structures. The defects in the cell wall integrity or function caused by the impaired function of RSE1 may be recognized as pathogen attacks, making the plant turn on the constant alert by activating SA-dependent defense signaling, which in turn promotes cell death and subsequent leaf senescence. A further detailed characterization of RSE1 including identification of its molecular targets is noteworthy of investigation.

## Data Availability Statement

The datasets generated for this study can be found in the GenBank, accession no. GSE132740.

## Author Contributions

SL, JK, and YK conceived the study and designed the experiments. SL, M-HK, and JJ performed the experiments. JL analyzed the RNA-seq data. SL, JK, and YK wrote the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Glycosyltransferase-Like RSE1 Negatively Regulates Leaf Senescence Through Salicylic Acid Signaling in Arabidopsis
**Source:** Front Plant Sci. 2020 May 15;11:551. doi: 10.3389/fpls.2020.00551
**Supplement:** Supplementary file 2

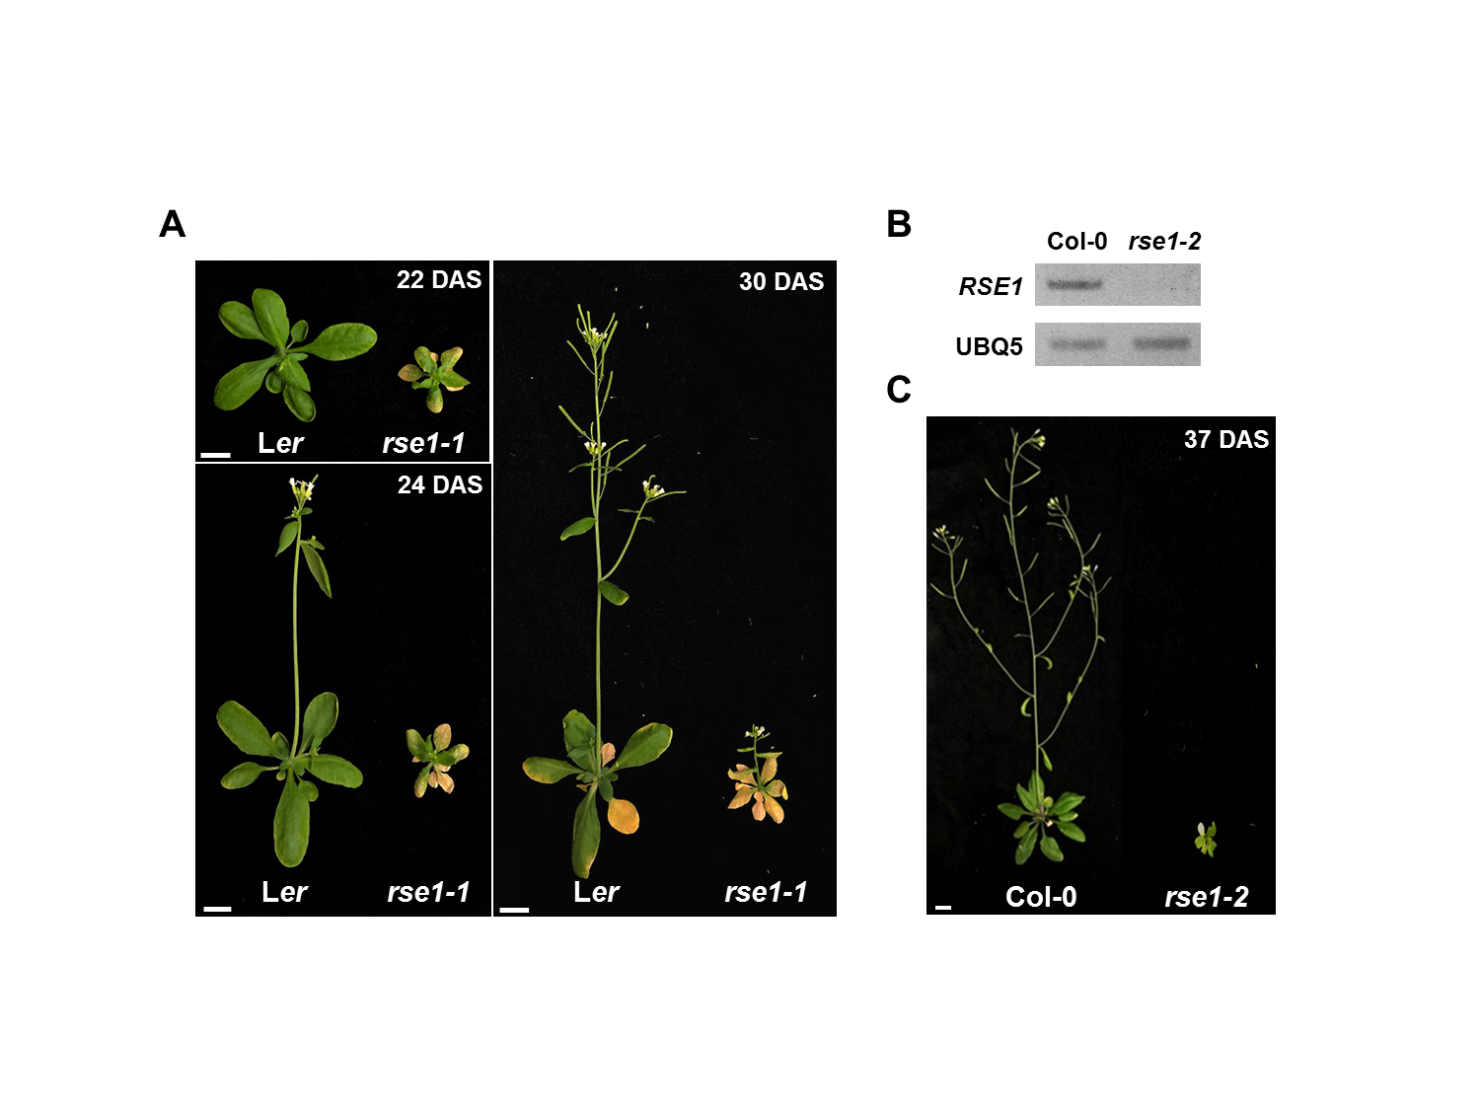

**Supplementary Figure 1. Phenotypes of the *rse1* mutant**.

(A) WT (L*er*) and *rse1-1* plants at 22, 24, and 30 DAS. Scale bars, 1 cm. (B) RT-PCR validates *RSE1* knock-out in *rse1-2*. (C) WT (Col-0) and *rse1-2* plants at 37 DAS. Scale bar, 1 cm. (A, C) Results are representative of more than ten independent plants.

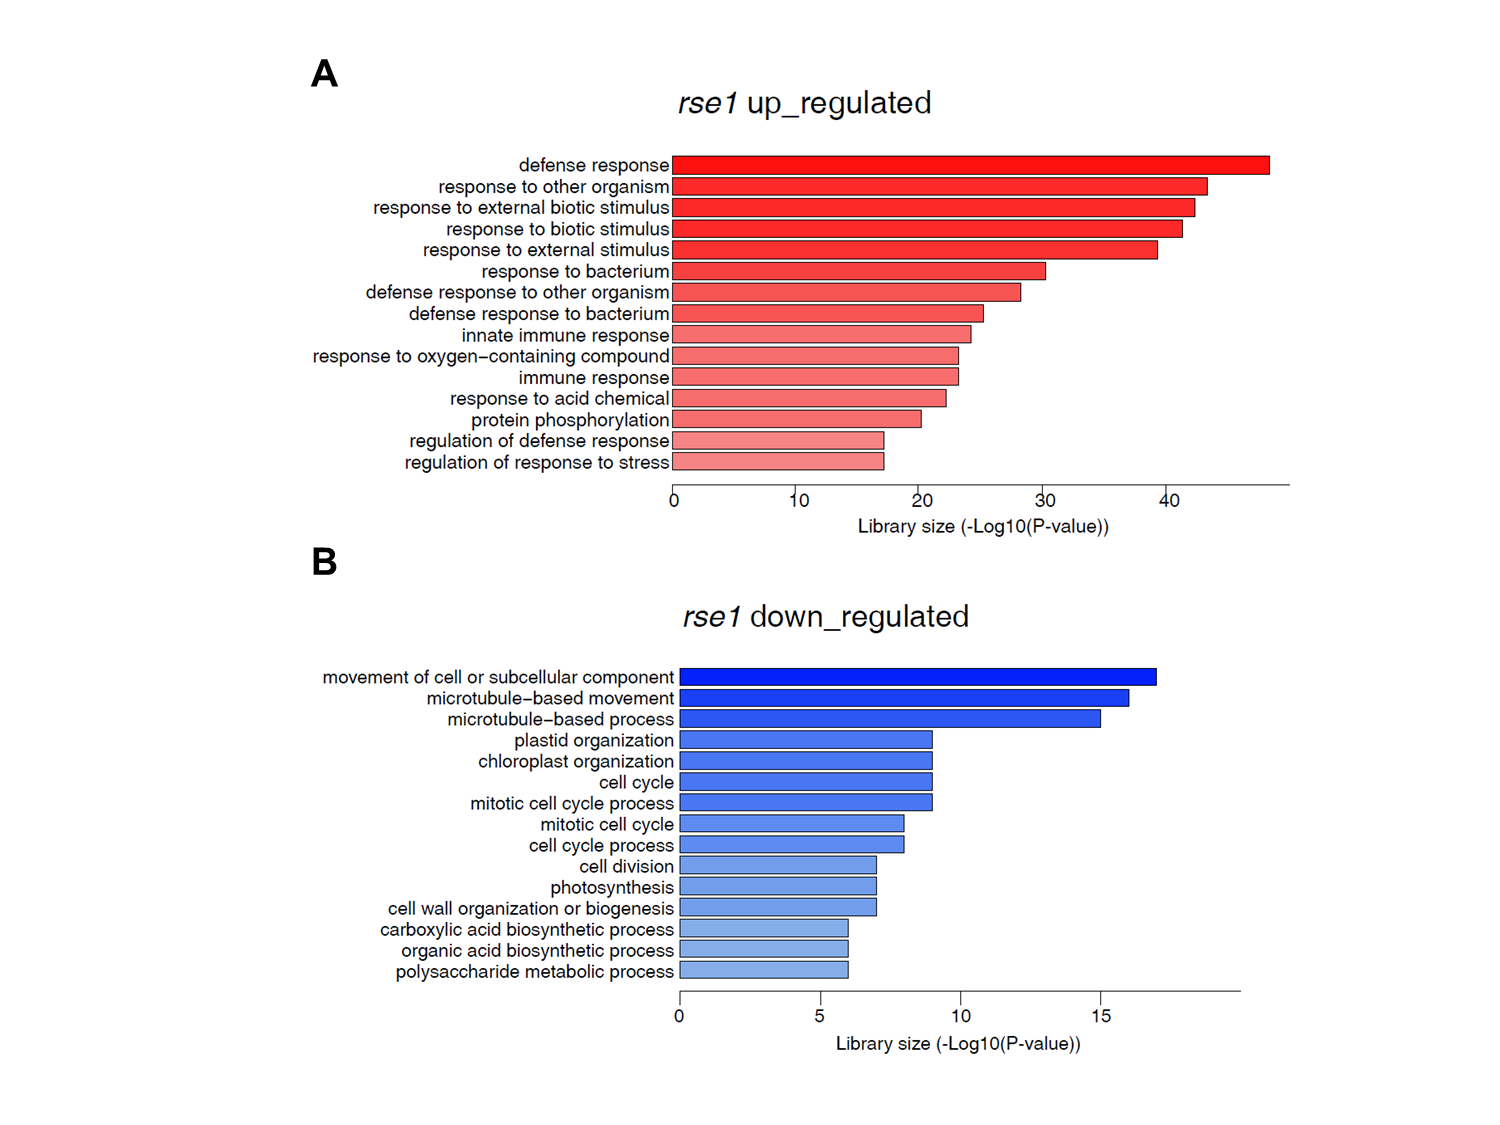

**Supplementary Figure 2. Top 15 GOBP of DEGs up-regulated and down-regulated in *rse1-1*.**

The David tool was used for GOBP enrichment analysis. 

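The enrichment analysis counts how many of the listed genes carry a biological process term and compares that number with the genome. For the deposited counts, the genes of a term were instead compared with all other tested genes by their change between *rse1-1* and WT. The 44 genes of microtubule-based movement had a median log2 fold change of -1.10, with 35 lower and 6 higher by edgeR's test (adjusted p = 2.42e-04 by camera). With only its 7 genes in the first 5 Mb of a chromosome, this term did not pass (adjusted p = 0.297 by camera). The 26 genes of chloroplast organization had a median of -0.94 (adjusted p = 1.28e-04 by camera), and the 43 of photosynthesis had one of -0.78 (adjusted p = 2.42e-04 by camera). The 20 genes of cell cycle regulation had a median of -0.70 (adjusted p = 0.426 by camera). By gene descriptions, the 84 kinesin and microtubule genes had a median of -0.92 and the 104 plastid genes one of -0.66 (adjusted p = 8.82e-07 and 2.97e-05 by camera). The 48 genes described with photosynthesis also had a median of -0.78, with 38 lower and 4 higher. The 87 cell cycle genes had a median of -0.26 (adjusted p = 0.107 by camera and 0.00279 by fry), although *CYCD3;1* rose, with a log2 fold change of 2.79. *MAP65-1* (AT5G55230), which encodes a microtubule-associated protein, fell from 472 ± 29.5 CPM to 127 ± 11.9 CPM (SD, n = 3), a log2 fold change of -1.89 (standard error 0.0837, adjusted p = 3.61e-11 from edgeR). *CYCD3;1* and *MAP65-1* lie past the first 5 Mb of their chromosomes.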

A Benjamini-Hochberg adjusted p-value (< 0.05) was used as the significance threshold.

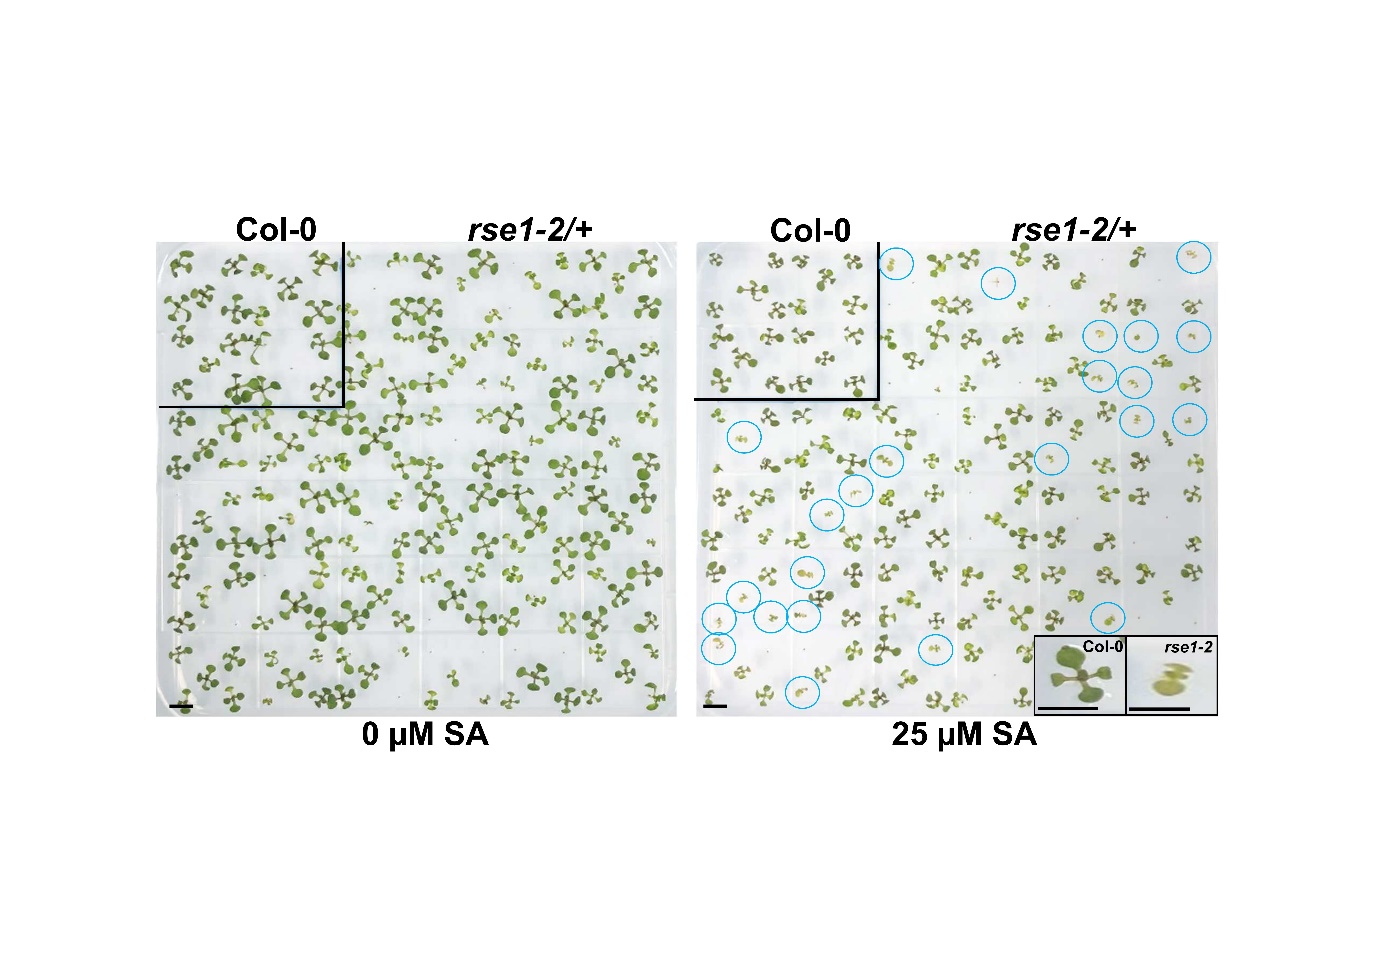

**Supplementary Figure 3. Phenotypes of *rse1-2* in the presence of exogenous SA.**

WT and progenies of *rse1-2/+* heterozygous plants were grown on MS media in the absence (0 µM) and presence (25 µM) of SA for 12 days. Plants showing the premature senescence phenotypes (blue circles) were all homozygous for the *rse1-2* mutation. Insets are blow-up images of representative WT and *rse1-2* seedlings. Scale bar, 0.5 cm.

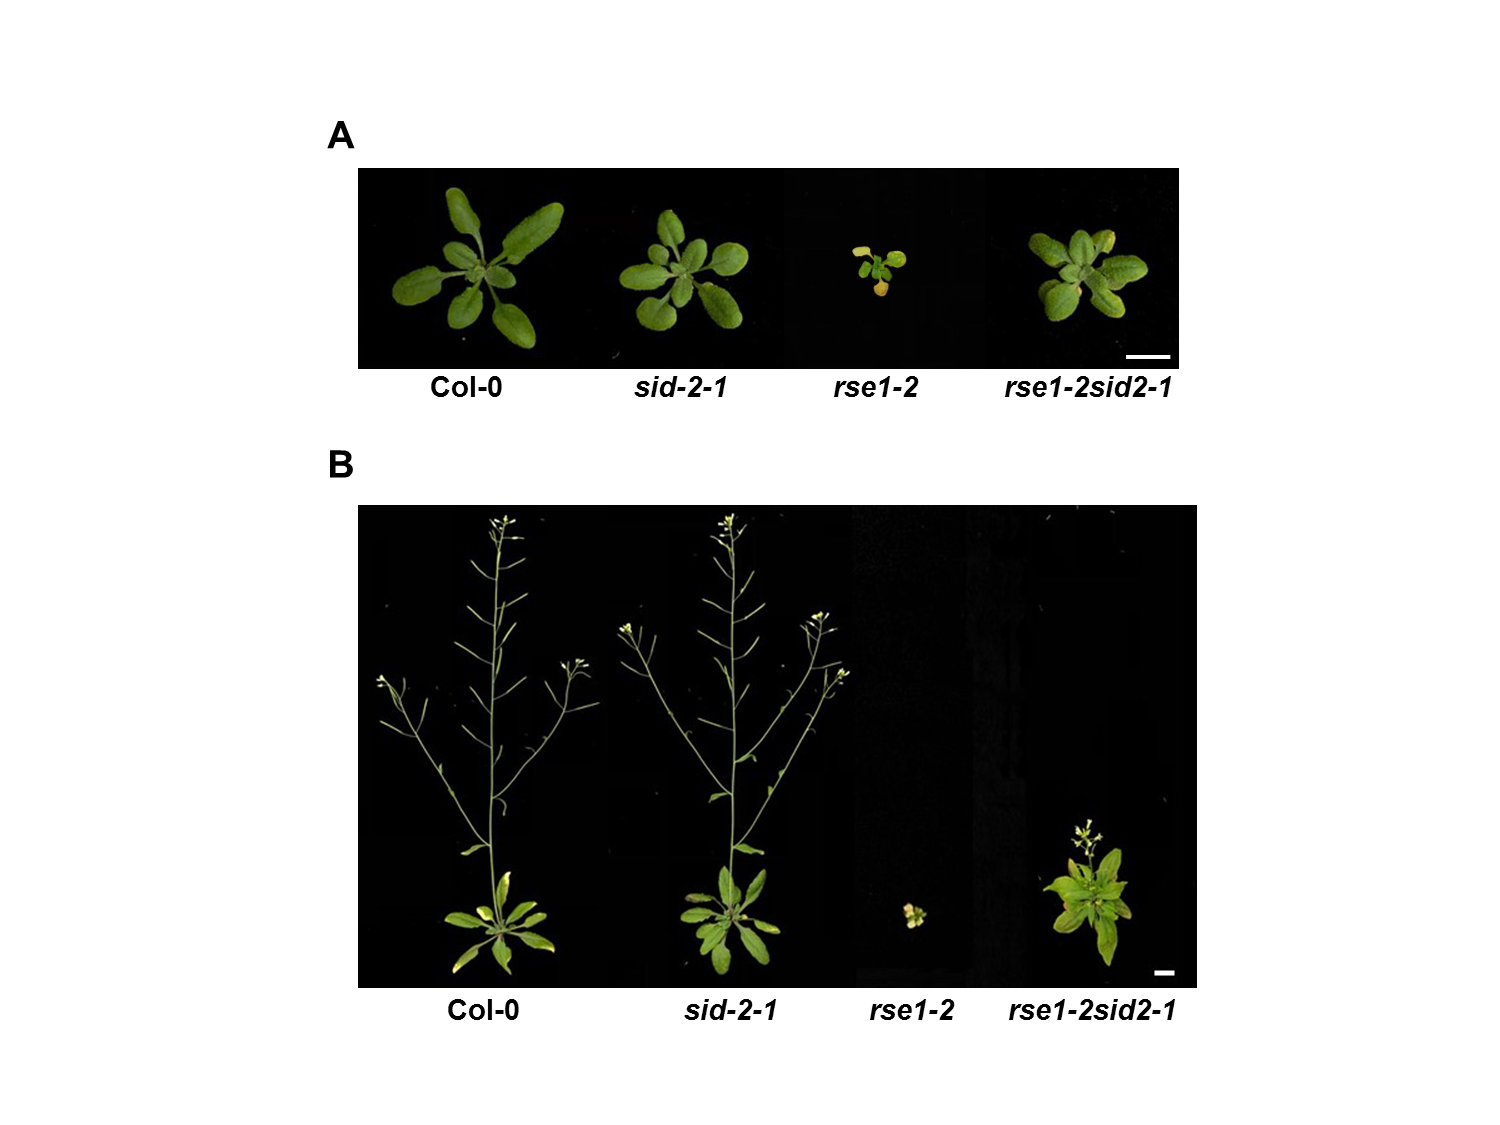

**Supplementary Figure 4. Phenotypes of *rse1-2sid2-*1.**

Phenotypes of WT, *sid2-1*, *rse1-2*, *rse1-2sid2-1* double mutants at 25 DAS (A) and 40 DAS (B). Scale bar, 1 cm. Results are representative of at least three independent plants.

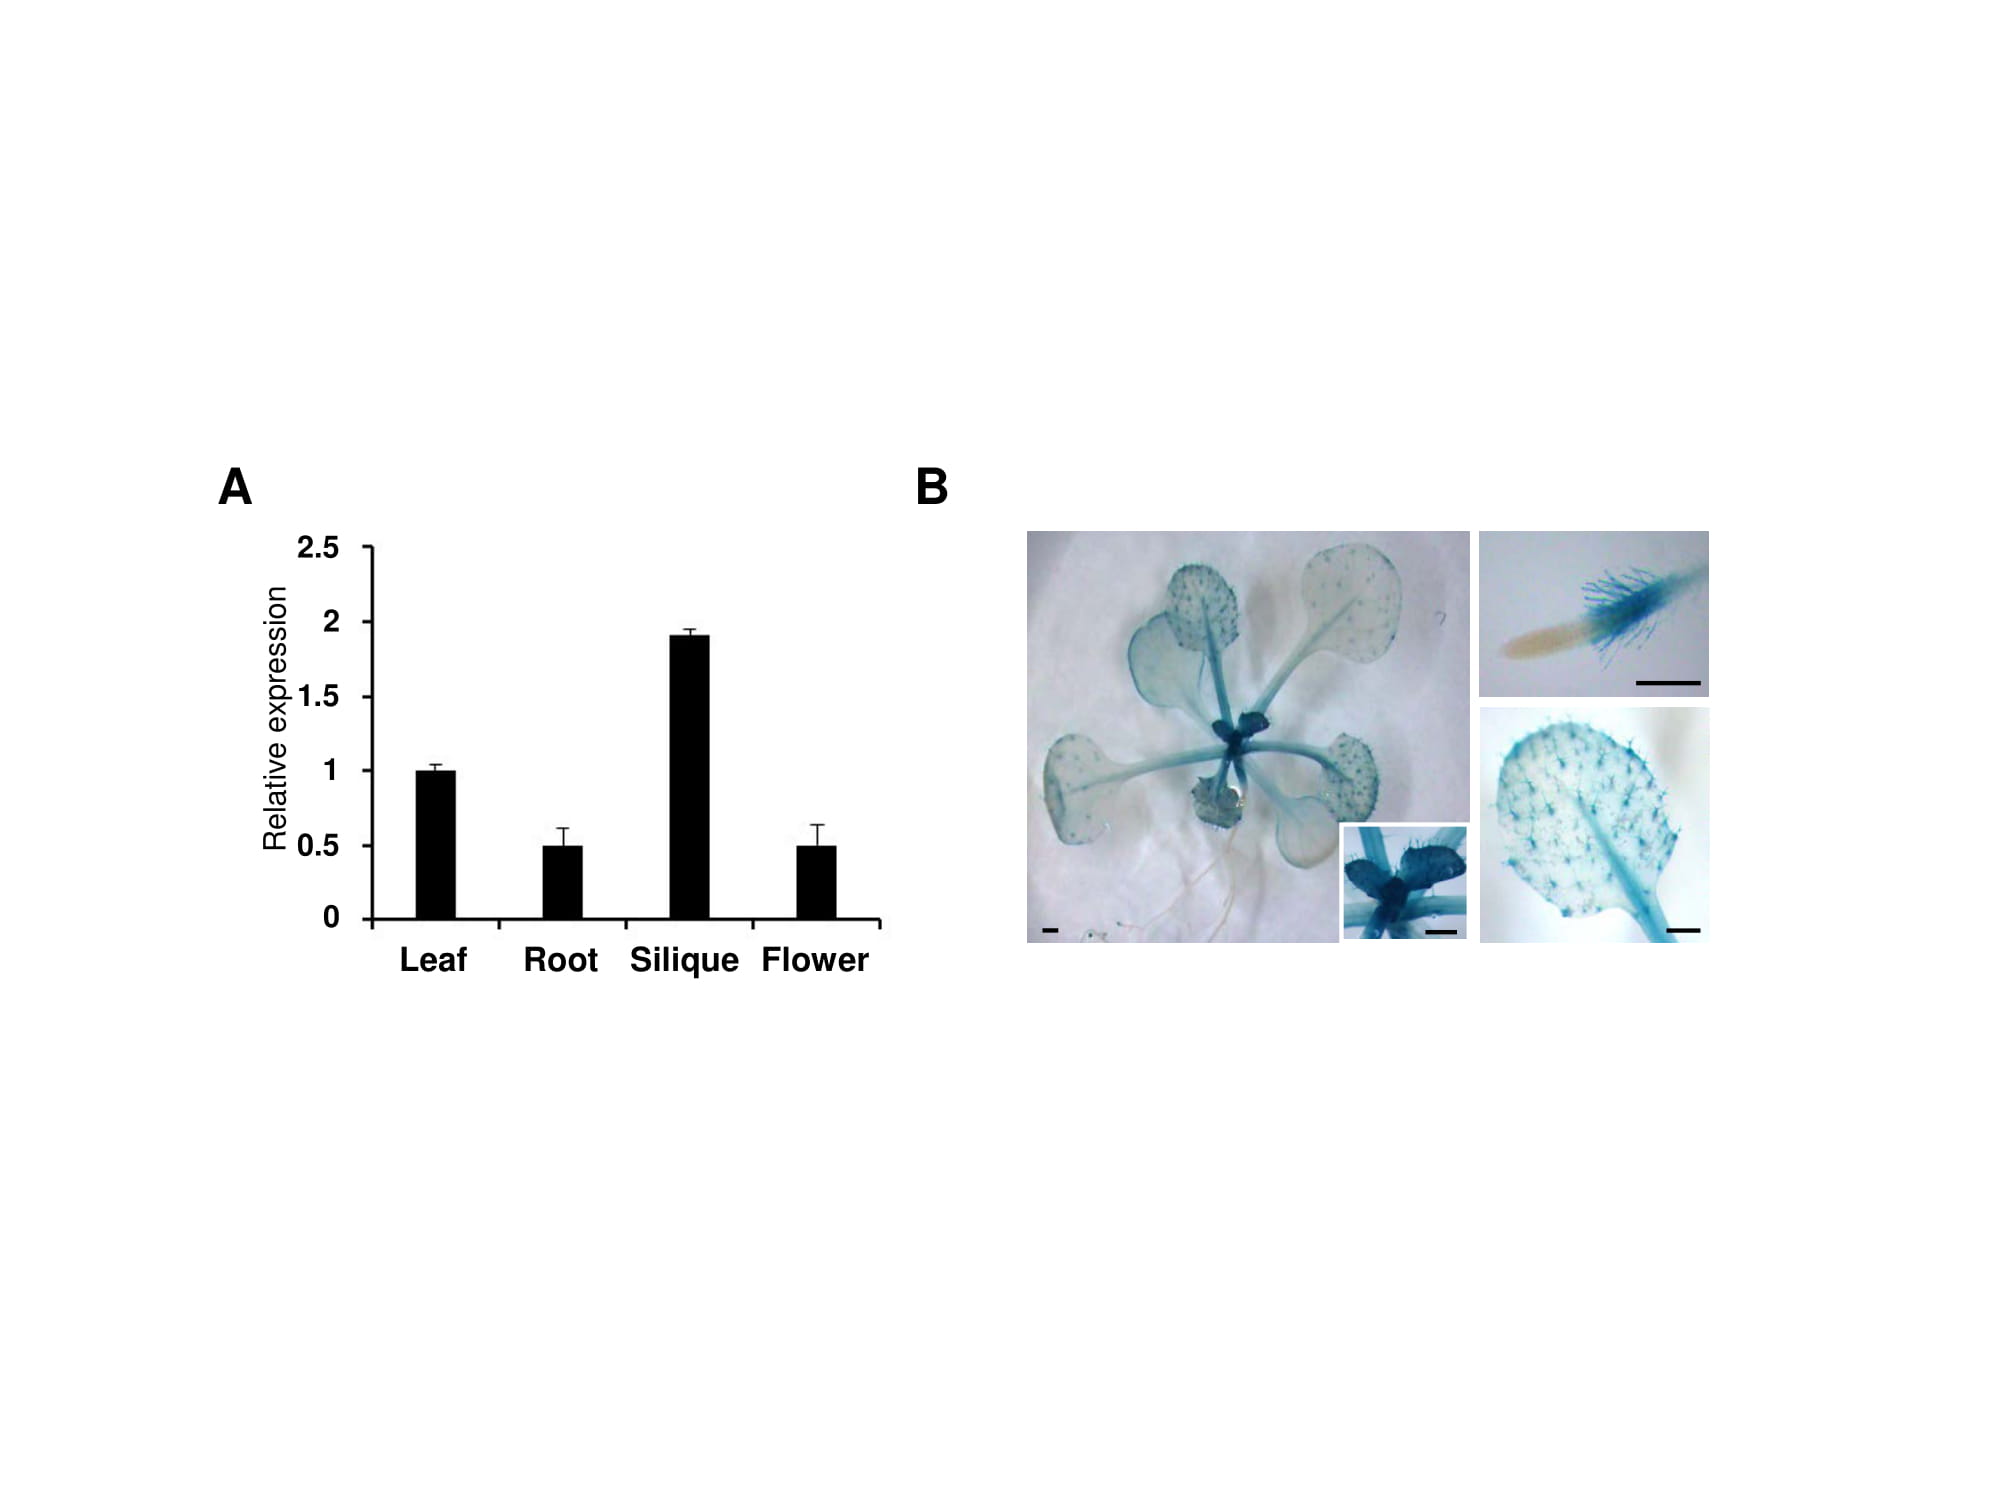

**Supplementary Figure 5. *RSE1* expression in Arabidopsis.**

(A) Expression levels of *RSE1* in various tissues of Arabidopsis at 23 DAS. The transcript level of *RSE1* was analyzed by qRT-PCR and normalized to *UBQ5* (At3g62250). (B) Histochemical GUS staining of transgenic plants carrying a GUS reporter under the control of the *RSE1* promoter. GUS signal was detected in seedlings, trichomes and root hairs. Inset shows young developing leaves at a higher magnification. Plants were stained with 5-bromo-4-chloro-3-indolyl-β-glucuronic acid for 24 h. Scale bar, 0.5 cm. Results are representative of five independent transgenic lines.

**
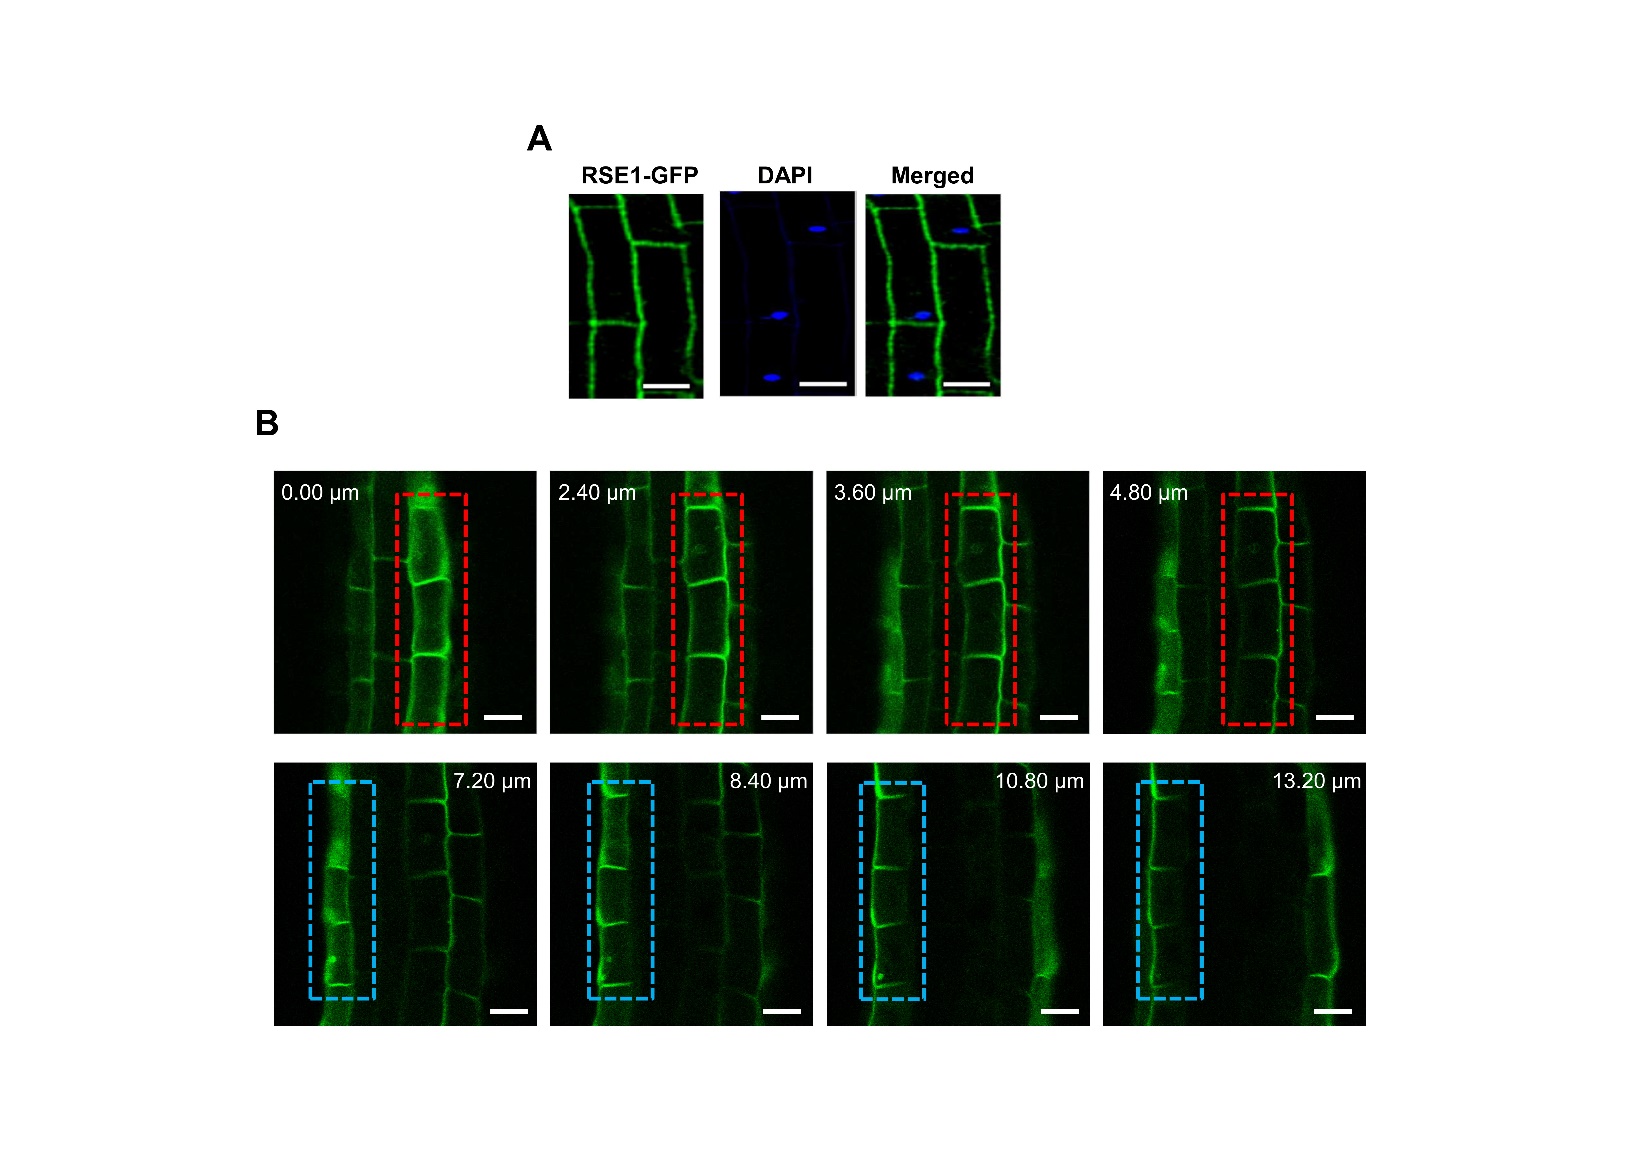
Supplementary Figure 6. Subcellular localization of RSE1.**

(A) *RSE1pro::RSE1-GFP/rse1-1* roots were stained with 4′,6-diamidino-2-phenylindole (DAPI) for nucleus visualization. Blue spots represent the nuclei. Scale bar, 20µm. Results are representative of two independent transgenic plants. (B) Optical Z-section confocal images of root cells of *UBQ10pro::RSE1-GFP*/*rse1-1* plants. Dotted red and blue boxes indicate cells from the top and the middle section images, respectively. Scale bars, 20µm. Results are representative of five independent transgenic lines.

How the deposited data were processed for this re-analysis (not part of the article)

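mRNA from leaves 3 and 4 of L*er* (WT) and *rse1-1* plants at 16 DAS was measured in 3 biological replicates of each genotype. The genotype and replicate of each library were taken from the sample labels and the legend of Figure 3, and all 6 libraries were used. The authors sequenced single reads of 75 bases, trimmed them, aligned them with TopHat to a L*er*-0 genome rebuilt from the Col-0 genome with the variants of the 1001 Genomes Project, removed PCR duplicates with Picard, and counted uniquely mapped reads on genes with HTSeq. The deposited values are whole counts per gene, without normalization. The paper's text does not name the strand setting of the counting or the version of the gene annotation.

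The deposited counts cover 33602 genes identified by locus, of which 32835 matched the reference table of TAIR10.1 and 31008 had a description there. Names, descriptions and the order of genes were taken from this table. The entries that name no gene (no feature, ambiguous, not unique) made up 47.0% to 48.7% of a library and stayed out of library sizes and tests. Counts on genes ranged from 9960144 to 15244500 per library. A count of 0 allows up to 3 counts at a confidence level of 95%, which is 0.195 to 0.304 CPM. Reads carry no molecular identifiers here, so this limit covers counting error only. A fold against a group with all libraries at or under 3 counts was computed against 3 counts and is given as a lower bound. It takes the mean of the other group as it stands. Where that group also has few counts, it is not a firm minimum.

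Genes were compared between the genotypes with edgeR 4.0.16 in R 4.3.3: TMM scaling, the filter filterByExpr with its minimum count of 10, a model with genotype alone, and the quasi-likelihood test, with Benjamini-Hochberg adjustment over the 16294 genes tested and a threshold of 0.05. The standard error of a log2 fold change is its size divided by the square root of the test's F statistic. Sets of genes were compared by camera of limma 3.58.1 with a preset correlation of 0.01 between genes. The 19 sets were fixed as words in the gene descriptions in advance. The 22 process terms of the reference table, which 16195 genes carry, were added after the data were seen. Adjustment was made over the sets and over the terms separately. The locus of *RSE1* and the primers of Supplementary Table S1 were matched to the TAIR10.1 genome sequence.

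The genes named were chosen by a rule written in advance: every gene the paper names that could be paired with an identifier; the 5 largest increases and the 5 largest decreases in fitted log2 fold change among genes past the threshold, with a mean of at least 10 CPM and no overlap between the genotypes; and at most 3 genes of each set with the smallest adjusted p-values. *XTH8*, *EXPB1* and *XTH29* of the cell wall lists and AT2G34440 fall outside this rule and were chosen after their values were seen.

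The alternatives fixed in advance were DESeq2 1.42.0 and limma-voom in place of edgeR, RLE and upper quartile scaling or library size alone in place of TMM, no filter on low counts or at least 10 counts in every library, the replicate number as a block, each library left out in turn, an adjusted p-value under 0.01, a minimum log2 fold change of 1 or 2 with edgeR or DESeq2, edgeR's test against a log2 fold change of 1, and for sets fry and a correlation estimated from the data. Sets limited to genes in the first 5 Mb of a chromosome were added after the data were seen.

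The tests were checked on simulated counts drawn from the means and library sizes of these libraries, with 200 genes changed by known folds. edgeR recovered 183 of the 195 changed genes that passed its filter, among 16240 tested, and called 8 others. DESeq2 recovered 179 of 200 among 21142 genes and called 5 others, and limma-voom recovered 184 of 195 among 16240 and called 8 others. Camera called the shifted set and 0 of 50 random sets, and fry called the shifted set and 1 of 50. Genes were drawn independently of each other and few were changed. This check therefore cannot test the preset correlation, or fry where most genes differ.

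The position of the counts along the chromosomes was studied with a scan that moved the exons of 343 ribosomal protein genes in steps of 100 bases, up to 5000 bases each way, in windows of 4 Mb with at least 5 such genes, and took the offset with the highest mean of the highest log2 count met. The scan was tested on simulated reads moved by a known offset. At an offset of 0, 24 of 29 windows came within 500 bases and 29 within 1000. At 1500 bases, the median offset found was 1100, with 18 windows within 500 bases and 25 within 1000. At -1000 bases, the median was -800, with 24 windows within 500 bases and 27 within 1000. A first, simpler simulation was recovered poorly at a tolerance of 500 bases, after which the simulation was made closer to sequencing reads and the tolerance of 1000 bases was adopted, so the scan gives the sign of an offset better than its size. A second score, the mean over the bases met, had the right sign in 2 of 29 windows at 1500 bases and in 1 of 29 at -1000 bases; its result on the deposited counts is given beside that of the scan, and no offset was taken from it. Permutation tests drew 100000 permutations. Calculations outside R used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9.

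The qRT-PCR, SA, chlorophyll, staining and localization experiments were not analysed here. Supplementary Tables S2, S3 and S5 were used only in part, as 1996 of 3205, 1996 of 2298 and 43 of 108 genes, and no set or overlap test was run on them.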

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

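All tests of explanations given here were chosen after the result they bear on was seen.

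Among the genes past the threshold with a mean of at least 10 CPM and no overlap between the genotypes, the 5 with the highest fitted log2 fold changes in *rse1-1* were outside those the paper discusses and had no count in the 3 WT libraries. Their order rests on values fitted over a group without counts. By lower bounds or folds of mean CPM, other genes rose more, such as AT2G45220 (at least 316-fold), *WRKY31* (at least 310-fold) and *UGT76B1* (435-fold), which the paper discusses. AT3G15536 (other RNA) was at least 197-fold higher in *rse1-1*, *LAS1* (AT3G45130, lanosterol synthase) at least 105-fold, *DIN2* (AT3G60140, a glycosyl hydrolase) at least 89.0-fold, *RLP7* (AT1G47890, a receptor-like protein) at least 80.2-fold and *MYB119* (AT5G58850) at least 68.8-fold. *DIN2* had 646, 179 and 275 counts in the *rse1-1* libraries, the widest spread of the 5. A lower depth of the WT libraries is argued against: at the lowest rate seen in an *rse1-1* library, the WT libraries would hold at least 159 counts of each gene. What stays open is whether the counts belong to the genes under whose names they stand. All 5 genes lie past the first 5 Mb of their chromosomes, where genes of known high expression often have low counts, so their own rise and the rise of a neighbour cannot be told apart from gene counts. A response to the mutation, the condition the design names, also stays open and was not tested separately.

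This switch was not limited to these genes. Of the genes with 3 counts or fewer in every WT library and at least 100 in every *rse1-1* library, 108 in number, 25 lie in the first 5 Mb of a chromosome (23.1%, 95% Clopper-Pearson interval 15.6% to 32.2%), against 25.4% of the tested genes (exact binomial test, two-sided, p = 0.659). If they followed the low counts of ribosomal protein genes along the chromosomes, 8.53% would lie there. The share seen was above this, so these genes did not follow those low counts. A displacement alike in both genotypes would put such a switch under another name without lowering this share. The comparison therefore cannot decide whether the counts belong to the genes named, which stays open past the first 5 Mb.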

How the results depend on the processing

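The alternatives were set in advance, apart from the process terms and the genes of the first 5 Mb, which were chosen after the data were seen, as were all tests of explanations.

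The numbers of differing, higher and lower genes stayed within 1.5 times of 12548, 6314 and 6234 under DESeq2, limma-voom, each scaling, each filter, the replicate block, an adjusted p-value under 0.01 and each library left out. A minimum fold change, which by construction keeps fewer genes, moved them most. With a log2 fold change beyond 1 there were 5175 genes, 2836 higher and 2339 lower, and beyond 2 there were 1805, 1461 higher and 344 lower. The test against a log2 fold change of 1 gave 3846, 2357 higher and 1489 lower. DESeq2 gave 5503 beyond 1, 3205 higher and 2298 lower, and 2186 beyond 2, 1783 higher and 403 lower. Leaving out each library gave from 11911 to 12546 genes. No gene called by edgeR was called in the opposite direction by any of these alternatives, and DESeq2 shared 6086 higher and 5520 lower genes with it. In 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, were so many genes called, in total and in each direction. The other 9 splits gave 0 genes, and 12 to 57 at an unadjusted p under 0.05, against 12773 in the real split. Each of those 9 mixes the genotypes, which widens the spread within groups and holds calls down by construction. They are therefore no measure of chance, and 10 splits cannot give a share under 0.1.

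Upper quartile scaling moved the share of higher genes from 50.3% to 40.1%.

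The replicate numbers did not pair the libraries: the correlations of the deviations of libraries with the same number were 0.039, 0.072 and -0.060. With the replicate block, 12546 genes were called, 6298 higher and 6248 lower, and no set, term or named gene changed its side of the threshold.

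Of the 283 values of the 19 sets under alternatives, 255 kept their direction and their side of the threshold. Where camera estimated the correlation, the 11 called sets lost significance with their medians unchanged: defense 0.58, jasmonic acid 1.18, senescence 0.57, WRKY 1.81, NAC 1.33, kinases 0.26, glutathione S-transferases 1.29, cell wall -0.47, kinesins and microtubules -0.92, photosynthesis -0.78 and plastid -0.66, at adjusted p-values of 0.179 to 0.290 by camera. By fry, 5 more sets passed, salicylic acid (0.78), ethylene (0.53), cytokinin (0.034), brassinosteroid (-0.98) and cell cycle (-0.26), at adjusted p-values of 1.33e-04 to 0.0213. Some medians moved far without a change of call: with at least 10 counts in every library the glutathione S-transferases had 0.13, WRKY factors 1.01, NAC factors 0.84 and senescence 0.31, and with upper quartile scaling the kinases had 0.07. Fry tests for a shift of the set in one direction without comparing it with the other genes. The salicylic acid set passed without a filter (0.97), with at least 10 counts in every library (0.81) and with its 3 genes of the first 5 Mb (2.11). Its adjusted p-value by camera was 0.0346 to 0.0424 there. Over all alternatives it ran from 1.63e-04, by fry, to 0.374, by camera with the estimated correlation. The jasmonic acid set lost significance with its 2 genes of the first 5 Mb (1.11). The cell wall set lost it without a filter (-0.24). Sets near 0 changed sign: cytokinin with upper quartile scaling (-0.16), at least 10 counts in every library (-0.011) and its 4 genes of the first 5 Mb (-0.12), and from -0.0074 to 0.13 across the 6 fits that each left out one library; abscisic acid with upper quartile scaling (-0.062); gibberellin without a filter (0.094); and auxin in the first 5 Mb (0.30). The cause of these changes was not tested. The abscisic acid and brassinosteroid sets gave no value in the first 5 Mb, where too few of their genes lie.

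Of the 329 values of the terms, 292 kept direction and side, while 22 became weaker and 10 stronger. Where camera estimated the correlation, the 14 called terms lost significance. With only the genes of the first 5 Mb, 4 terms lost it: response to SA (adjusted p = 0.484 by camera), innate immune response (0.344), microtubule-based movement (0.297) and response to abscisic acid (0.111). Response to abscisic acid (-0.0023) and cell death (-0.048) changed sign with upper quartile scaling, cell death (-0.0031) and osmotic stress (0.16) without a filter, and response to ethylene (-0.13) with at least 10 counts in every library; the cause was not tested.

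Of the 1049 values of the 76 named genes tested, 1041 kept direction and side. The other 8 were weaker: *AREB3* in 5 alternatives and *SEN4* in 3, with upper quartile scaling (0.08) and without WT replicate 2 (0.22) or 3 (0.22).

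In 1 of the 10 splits, the real one, was the median of a set as large as observed for 17 of the 19 sets. For abscisic acid 2 splits and for cytokinin 4 splits were. The mixed splits dilute a difference between the genotypes, so these counts do not measure chance. For the cell wall genes of Supplementary Tables S4 and S5, 1 split gave as many. *NPR1*, *WRKY53*, *ORE1*, *SAG12* and *UBQ5* had at most 5 counts in any library. All 5 lie past the first 5 Mb of their chromosomes, and whether depth, low expression or the position of the counts is the cause was not tested for them.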

Differences from the paper's values

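All comparisons with the qRT-PCR values and with process terms were chosen after the data were seen.

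The paper reports 2186 differentially expressed genes, 1783 up-regulated and 403 down-regulated, against 12548, 6314 and 6234 here with edgeR at an adjusted p-value under 0.05. With DESeq2 and a log2 fold change beyond 2 the values were 2186, 1783 and 403, the paper's. With edgeR and a log2 fold change beyond 2 they were 1805, 1461 and 344, within 1.5 times of the paper's. The test against a log2 fold change of 1 gave 2357 higher genes, within 1.5 times of the paper's, but 3846 in all and 1489 lower. The other alternatives set before the data were examined did not close the gap. The paper's methods name DESeq2 and an adjusted p-value under 0.05, which gave 12037 genes here. With DESeq2 and a log2 fold change beyond 1, 3205 genes were higher and 2298 lower, the sizes of Supplementary Tables S2 and S3.

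The paper's Supplementary Table S5 lists 108 genes, and 43 of them are in the copy used here.

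For *PR1*, the paper gives an increase of about 80000-fold by qRT-PCR, against 152-fold from the deposited counts. The alternatives gave 114-fold to 329-fold, the highest without WT replicate 3, and none closed the gap. For *PAD4*, the paper's fold is about 52 in Figure 3B, read by eye, with an SD of about 15, against 8.08 here (7.07 to 9.35 under the alternatives). For *SID2*, it is about 16 in Figure 3B, read by eye, with an SD of about 5, against 4.40 here (3.85 to 4.74). None of the alternatives set before the data were examined closed the gap for *PAD4* or *SID2*. Both kinds of fold are linear and relative to WT, by qRT-PCR normalized to *UBQ5* and by counts scaled to the library.

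The paper ranks SA genes above those of other hormones, by enrichment of terms among its differing genes. The medians here are another measure, and the salicylic acid set leaves out *SID2*, *PAD4* and *PR1*, so they do not test that ranking. By median log2 fold change, the jasmonic acid set (1.18) stood above the salicylic acid set (0.78), as did the term response to jasmonic acid (1.24) above response to SA (0.75). By the adjusted p-value of camera the order of these terms was the other way, 8.94e-04 for SA and 9.56e-04 for jasmonic acid. The salicylic acid set passed the threshold by fry, without a filter, with at least 10 counts in every library and, chosen after the values were seen, in the first 5 Mb. With only the genes of the first 5 Mb, the term response to SA did not pass (5 genes, median 0.73, adjusted p = 0.484 by camera), while response to jasmonic acid did (4 genes, median 3.03, adjusted p = 0.00125 by camera).

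The paper lists aging, leaf senescence, cell death and osmotic stress among the enriched terms. Camera gave adjusted p-values of 0.103, 0.266, 0.266 and 0.432 for them, and the median of osmotic stress was -0.16. By fry the adjusted p-values were 7.22e-05, 1.54e-04, 1.80e-04 and 0.00519, with osmotic stress lower in *rse1-1* and the others higher. Cell cycle terms are among those the paper shows for lower genes; the cell cycle set had an adjusted p-value of 0.107 by camera and 0.00279 by fry, and the term cell cycle regulation had 0.426 and 0.0140. The term cell wall modification had 0.146 by camera, 3.99e-04 by fry, 0.0498 with at least 10 counts in every library and 0.0481 with its genes of the first 5 Mb, a setting chosen after the values were seen.

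The paper states that *WRKY53* was not changed. It was not kept by edgeR's filter and not called by DESeq2 (adjusted p = 0.0626). It was called by edgeR without the filter (adjusted p = 0.0225), with a lower bound of 1.07 on the fold. The paper also states that *SEC* or *SPY* rose slightly or stayed as in WT, and both were called higher here, with log2 fold changes of 1.44 and 0.40 by edgeR. For ethylene, the paper states that the pathway was nearly unaffected. Of the 26 genes of the set, 14 were higher and 9 lower by edgeR, and fry called the set higher. Camera called neither the set (adjusted p = 0.982) nor the term response to ethylene (adjusted p = 0.146). The paper states that *NPR1* was up-regulated by qRT-PCR; *NPR1* was not called here by DESeq2 (adjusted p = 0.158) or by edgeR without the filter (adjusted p = 0.0696).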

Other observations

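All tests of explanations given here were chosen, and what each would show was written down, after the results were seen.

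Genes that every leaf cell uses often had few counts away from the chromosome starts. Of the ribosomal protein genes, 12.8% in the first 5 Mb of a chromosome had a mean under 10 counts, against 46.8% past it (Fisher's exact test, two-sided, p = 1.63e-08). In other families used by every cell, such as photosystem, proteasome and tubulin genes, it was 3 of 74 (4.05%) against 86 of 250 (34.4%, p = 1.53e-08 by Fisher's exact test). *UBQ5*, the reference gene of the qRT-PCR, had 1 count in 1 library and 0 in the other 5. Reads shared between copies of a gene would lower the counts alike in both parts and are argued against by the 12.8%. Reads counted on the opposite strand are argued against by the 80.8% of ribosomal protein genes in the first 5 Mb with a mean of at least 100 counts. Low expression near the centromeres is argued against by the last 5 Mb of the chromosomes, where 63.6% of ribosomal protein genes were low (Fisher's exact test against the first 5 Mb, p = 3.53e-12). The other families showed the same contrast, with 30.7% low in the last 5 Mb (p = 9.47e-06 by Fisher's exact test). Variants or absent genes of the strain could lower these families there too, so this cannot decide on them and they stay open.

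A candidate explanation is that the counts are displaced along the chromosomes, as would follow if gene positions of one genome were applied to reads placed on another with insertions and deletions. An offset was estimated from ribosomal protein genes in each window of 4 Mb and tested on the other families. For 249 of their genes past the first 5 Mb, the mean log2 count was 5.98 at their own place, 6.75 at the offset and 5.79 at the mirror offset. The difference between offset and mirror was 0.96 (permutation test, two-sided, p = 1.70e-04), with 66 genes above and 29 below. The permutation flipped the sign of each gene by itself. Genes of a window share an offset, so this p-value may be too small. Of 86 such genes at low counts, 20 met a gene with at least 100 counts at the offset and 5 at the mirror. The best offset was above 0 in 23 of the 29 windows, against 11 of 29 in simulated counts without an offset. By the second score, the mean over the bases met, it was above 0 in 7 windows and at 0 in 22; in simulated counts this score rarely found an offset. The gap in the share of low genes between the 2 parts was 8.87 percentage points for coding genes up to 1000 bases, 26.2 for 1000 to 2000, 15.3 for 2000 to 4000 and 3.17 for those over 4000. An offset would affect the shortest genes most, and their gap was not the largest, although 72.7% of them were low in the first 5 Mb already, so gene length does not decide the question. The difference between offset and mirror fits a displacement, but gene counts alone do not show where the reads lie. No value given here was corrected for an offset.

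The shifts of gene sets between the genotypes may have technical sources, and these were weighed for the 11 sets past the threshold. All 10 sets but jasmonic acid stayed past the threshold with only the genes of the first 5 Mb. This argues against displaced counts for these 10, if the first 5 Mb is free of displacement. In the 4 windows from 0 to 4 Mb, the best offset of the scan lay between -500 and 1000 bases. In simulated counts without an offset, all 29 windows also came within 1000 bases of 0, so these offsets do not decide it. For jasmonic acid only 2 genes lie in the first 5 Mb, with a median of 1.11. For this set a displacement and a response to the mutation cannot be told apart. The term response to jasmonic acid, drawn from other annotation, stayed past the threshold with its 4 genes there (median 3.03, adjusted p = 0.00125 by camera). All 11 sets stayed past the threshold after a correction for GC content and gene length, and 11 after every library was thinned to 9960144 counts. With upper quartile scaling all 11 stayed past it too, and their medians kept their sign. Scaling moves all genes nearly alike and camera compares a set with the other genes, so these calls cannot test the scaling. The 10 highest genes held at most 3.83% of a library, which can move all other genes by at most 0.056 on the log2 scale, against 0.26 for the smallest of the medians, that of the kinases. With upper quartile scaling that median was 0.07, not far above 0.056, but the median of all tested genes moved to -0.20 with it, and camera compares a set with the other genes. A response of leaves to the loss of *RSE1* is then a hypothesis for the 10 sets, found and tested on the same 6 libraries, and a difference in developmental stage between the genotypes was not tested.

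The paper states that PCR duplicates were removed. If 1 read had been kept for each start position, no gene could have more counts than its length and the read length together allow. In all 6 libraries, 408 genes did, and these include 330 coding genes of at least 1000 bases. AT2G34440, of 1064 bases, had 26431 to 35386 counts, at least 23.2 for each start position. Genes over this limit held 30.5% to 39.3% of the gene counts of a library. This argues against a single read kept for each start position on these genes, if the counts stand under the right gene. No biological explanation was tested.

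*RSE1* itself was lower in *rse1-1*, with 6.01% of the tested genes as low or lower. Decay of a transcript with an early stop codon could lower it, but the level alone cannot tell this from any other change. The stop at codon 301 lies 195 bases before the exon junction and the normal stop lies 9 bases before it. Its mean count in WT was 594, and whether these are its own counts or those of a neighbour cannot be told apart from gene counts, since *RSE1* lies past the first 5 Mb.

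Other genes the paper names had these values. *UGT76B1* had a log2 fold change of 8.67 by edgeR, with 2, 3 and 11 counts in WT, and 9.65 without WT replicate 3. *PMR4* had one of 1.28 and *MUR3* one of 0.40, higher in all 3 *rse1-1* libraries than in any WT library for both. *AtGnTL* had no count in any library, and lies past the first 5 Mb of its chromosome, so this does not show that it is not expressed. *MUR3* lies there too.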
